# Translational control of gene expression by eIF2 modulates proteostasis and extends lifespan

**DOI:** 10.18632/aging.203018

**Published:** 2021-04-26

**Authors:** Tamara Jiménez-Saucedo, Juan José Berlanga, Miguel Rodríguez-Gabriel

**Keywords:** longevity, translational control, autophagy, eIF2 factor, gene expression

## Abstract

Although the stress response in eukaryotes depends on early events triggered in cells by environmental insults, long-term processes such as aging are also affected. The loss of cellular proteostasis greatly impacts aging, which is regulated by the balancing of protein synthesis and degradation systems. As translation is the input event in proteostasis, we decided to study the role of translational activity on cell lifespan. Our hypothesis was that a reduction on translational activity or specific changes in translation may increase cellular longevity.

Using mutant strains of *Schizosaccharomyces pombe* and various stress conditions, we showed that translational reduction caused by phosphorylation of eukaryotic translation initiation factor 2 (eIF2) during the exponential growth phase enhances chronological lifespan (CLS). Furthermore, through next-generation sequence analysis, we found eIF2α phosphorylation-dependent translational activation of some specific genes, especially those involved in autophagy. This fact, together with the observed regulation of autophagy, points to a conserved mechanism involving general and specific control of translation and autophagy as mediators of the role of eIF2α phosphorylation in aging.

## INTRODUCTION

Cellular aging is defined as the progressive reduction in capacity to perform cellular functions, eventually leading to cell death. Replicative and chronological aging in various eukaryotic organisms display strong conservation in their biochemical properties [1]. In yeast, aging can be studied through the measurement of either replicative lifespan [2], defined as the number of divisions a cell can carry out, or chronological lifespan (measured in time units), the period of time a cell population can survive in a post-mitotic state. After dividing exponentially, nutrients in the extracellular medium decrease and cells prepare to enter a quiescent state, known as stationary phase, in which cells are metabolically active but do not divide [3]. During the stationary growth phase, which is comparable to the G0 stage of the cell cycle in higher eukaryotes, fission yeast cells are metabolically active and they can enter and exit stationary phase depending on nutrient availability. Thus, after several days of growth in liquid media, cells are able to divide when plated onto rich medium plates [4]; reduction in this capacity is defined as chronological aging. Thus, the onset of stationary phase is considered the basis of chronological aging, triggering signaling pathways that allow cells to prolong their lifespan. This state is characterized by deprivation of nutrients such as glucose or nitrogen source, so the main activated pathways are related to nutrient signaling as well as to the stress response.

Cell homeostasis is achieved by balancing biosynthesis and turnover mechanisms. Thus, intracellular protein balance depends not only on protein synthesis control, but also on degradation systems like autophagy. Autophagy promotes the bulk removal and degradation of unfolded proteins or aggregates as well as damaged organelles, avoiding an overloaded protein homeostasis system and thus, promoting cell longevity [5].

During normal aging, translational activity is actively reduced, and mutations that interfere with this reduction decrease lifespan. Conversely, mutations or treatments that limit translation can inhibit the normal aging process. Previous studies in *Saccharomyces cerevisiae* have shown that dietary restriction, reduced 60S subunit abundance and Gcn4 expression extend cellular lifespan by similar mechanisms [6, 7]. This reduced translational activity would improve the capacity of the protein homeostasis (proteostasis) network to eliminate aberrant proteins, leading to improved cellular health and longevity.

One of the main mechanisms by which cells control translation is the reversible phosphorylation of the eukaryotic translation initiation factor 2 (eIF2). Under different stress conditions, eIF2 is phosphorylated and acquires a higher affinity for eIF2B, sequestering it in an inactive complex which leads to a huge decline in ternary complex levels, significantly reducing global protein synthesis. Paradoxically, in this situation certain mRNAs (encoding stress response proteins) which contain special features in their 5’ untranslated region (5’UTR) are actively translated [8]. As both biochemical functions, general and specific, take place concomitantly, it might be difficult to assign independent functions to each of them in the aging process. Specific phosphorylation on the conserved serine 51 of the α-subunit of eIF2 (eIF2α) is carried out by a family of serine/threonine kinases with four members (GCN2, HRI, PKR, PERK), known as eIF2α kinases, in response to a wide variety of environmental stresses. In the fission yeast *Schizosaccharomyces pombe* there are three eIF2α kinases (Gcn2, Hri1 and Hri2) able to phosphorylate eIF2α (serine 52 in fission yeast) in response to oxidative stress, heat shock, ultraviolet radiation, nutrient deprivation, etc. [9, 10].

Our main objective was to demonstrate that eIF2-mediated protein homeostasis, also known as proteostasis, including synthesis and degradation processes, has a critical impact in lifespan. Using the fission yeast *Schizosaccharomyces pombe* as a model organism and cells unable to phosphorylate eIF2 subjected to various stress conditions and pharmacological treatments, we have measured either, protein synthesis rate and chronological aging. Furthermore, through next generation sequencing (NGS) in aging-promoting conditions, we have also analysed the changes in specific translation caused by eIF2 phosphorylation. Finally, and supported by NGS results, we assayed the effect of eIF2 phosphorylation in the onset of autophagy, as a main process involved in proteostasis. All together our results uncover the essential role of the phosphorylation of eIF2 on chronological aging through the control of global and specific protein synthesis and autophagy.

## RESULTS

### eIF2α phosphorylation promotes extension of cell lifespan

In order to understand its possible role in cellular lifespan, we monitored eIF2α phosphorylation state in cells growing exponentially and during their transition to stationary phase. eIF2α phosphorylation increased over time, reaching a high level after 10 h of growth (Figure 1A), as cells proceeded from the exponential to stationary phase (Figure 1B). As a negative control we used a mutant eIF2α strain (eIF2α.S52A) unable to phosphorylate this factor at position 52 due to the presence of an alanine instead of the conserved serine. This result demonstrates that entering stationary phase during chronological aging is a process that occurs along with eIF2α phosphorylation, although phosphorylation does not affect growth rate or the timing of entry into stationary phase, as eIF2α.S52A mutant cells showed similar growth curve to wild type (WT) (Figure 1B).

**Figure 1:**
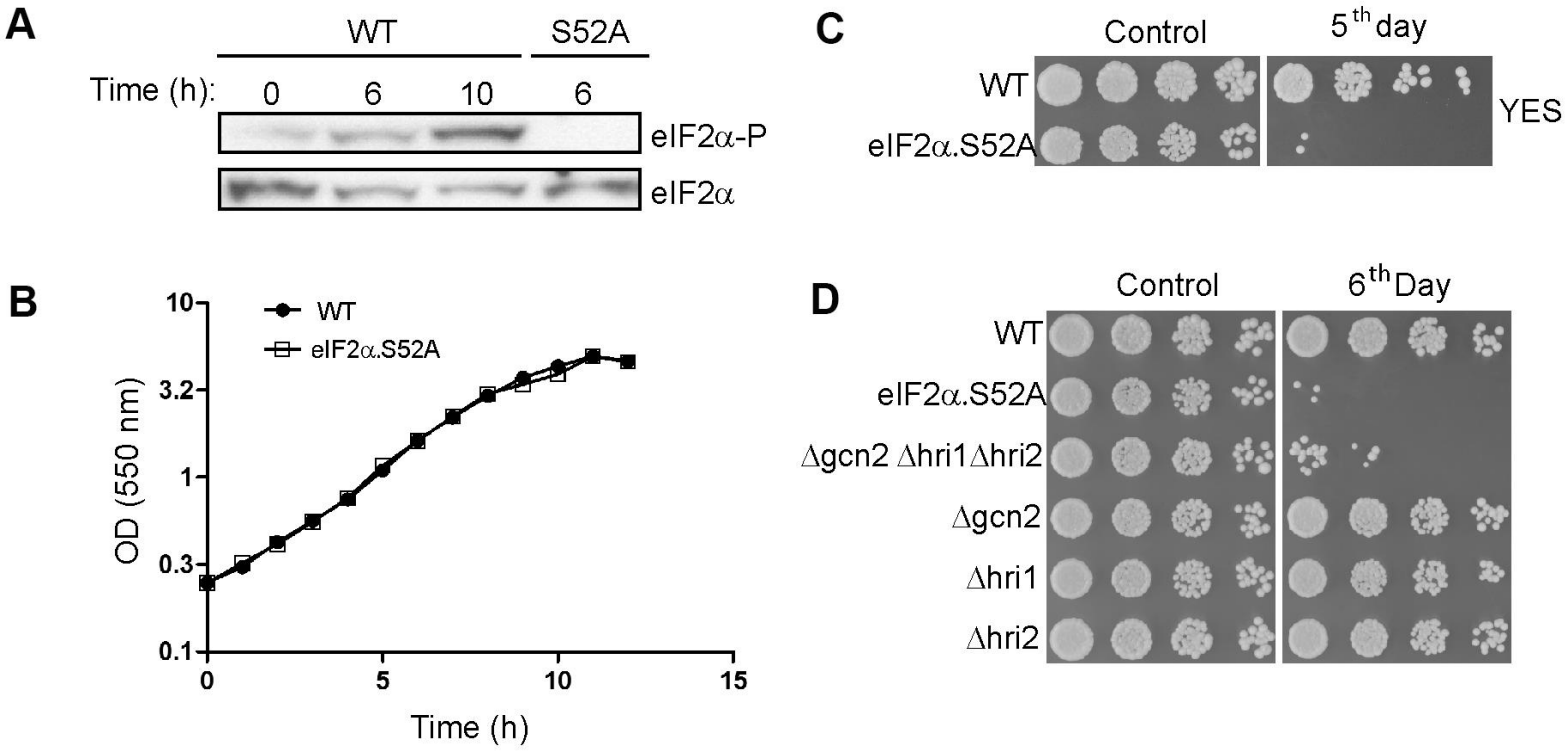
**eIF2α phosphorylation is a key factor in the chronological lifespan of *S. pombe*.** (**A**) eIF2α phosphorylation during the transition from exponential to stationary growth phase. Wild type (WT) and eIF2α.S52A (S52A) cells growing in exponential phase (OD_550_ = 0.5-1) were collected at different time points, as indicated. eIF2α phosphorylation (eIF2α-P) and total amount of eIF2α were detected by western blot. (**B**) Growth curve of WT and eIF2α.S52A cells during exponential growth phase and the onset of stationary phase. Measurement of culture density (OD_550_) is represented in logarithmic scale against time. (**C**, **D**) Serial dilutions (1/5) of different *S. pombe* strains growing in YES medium at the exponential phase (Control) or five (**C**) or six (**D**) days after reaching stationary phase, as indicated, were plated onto YES-Agar plates and were incubated at 30° C for 2-3 days. Data information: (**A**–**D**) Representative results from at least three independent experiments.

To determine the role of eIF2α phosphorylation in chronological aging we checked the ability of WT and eIF2α.S52A cells to divide while growing at exponential phase (OD_550_ = 0.5-1) or after several days in stationary phase (Figure 1C). The capacity of WT cells to form colonies was retained after five days of growth, unlike eIF2α.S52A cells, suggesting that eIF2α phosphorylation has a positive effect on longevity in *S. pombe*.

To study the role of the kinases responsible for eIF2α phosphorylation in the aging process, we carried out longevity assays using mutant strains lacking the three eIF2α kinases, with WT and eIF2α.S52A cells used as controls (Figure 1D). We did not find any relevant reduction in longevity among the single kinase mutants. However, cells lacking all three kinases showed an accelerated aging phenotype compared to WT cells, and were very similar to eIF2α.S52A cells. Although none of the eIF2α kinases alone presented a specific role in fission yeast aging, the results support a general effect of eIF2α phosphorylation on aging.

### eIF2α phosphorylation down-regulates translation before quiescence

eIF2α phosphorylation under stress conditions decreases global translation rates while promoting translation of specific mRNAs [11]. We measured global protein synthesis state during exponential growth in WT cells and in cells unable to phosphorylate eIF2α to further investigate the effects of such phosphorylation in critical cellular processes. Translation rate was estimated by incorporation of radioactive amino acids (^35^S-methionine/cysteine) into newly synthesized proteins. Cells maintain an active translation until they start entering stationary phase (6-10 hours of growth) (Figure 2A). Moreover, total incorporation of radioactivity into proteins was higher in eIF2α.S52A cells than in WT cells, indicating a greater translation activity in these mutant cells. However, there was also a strong decline in ^35^S incorporation after 10 h of growth in both cell types, suggesting the existence of additional translation inhibition processes independent of eIF2α phosphorylation at the onset of stationary phase.

**Figure 2:**
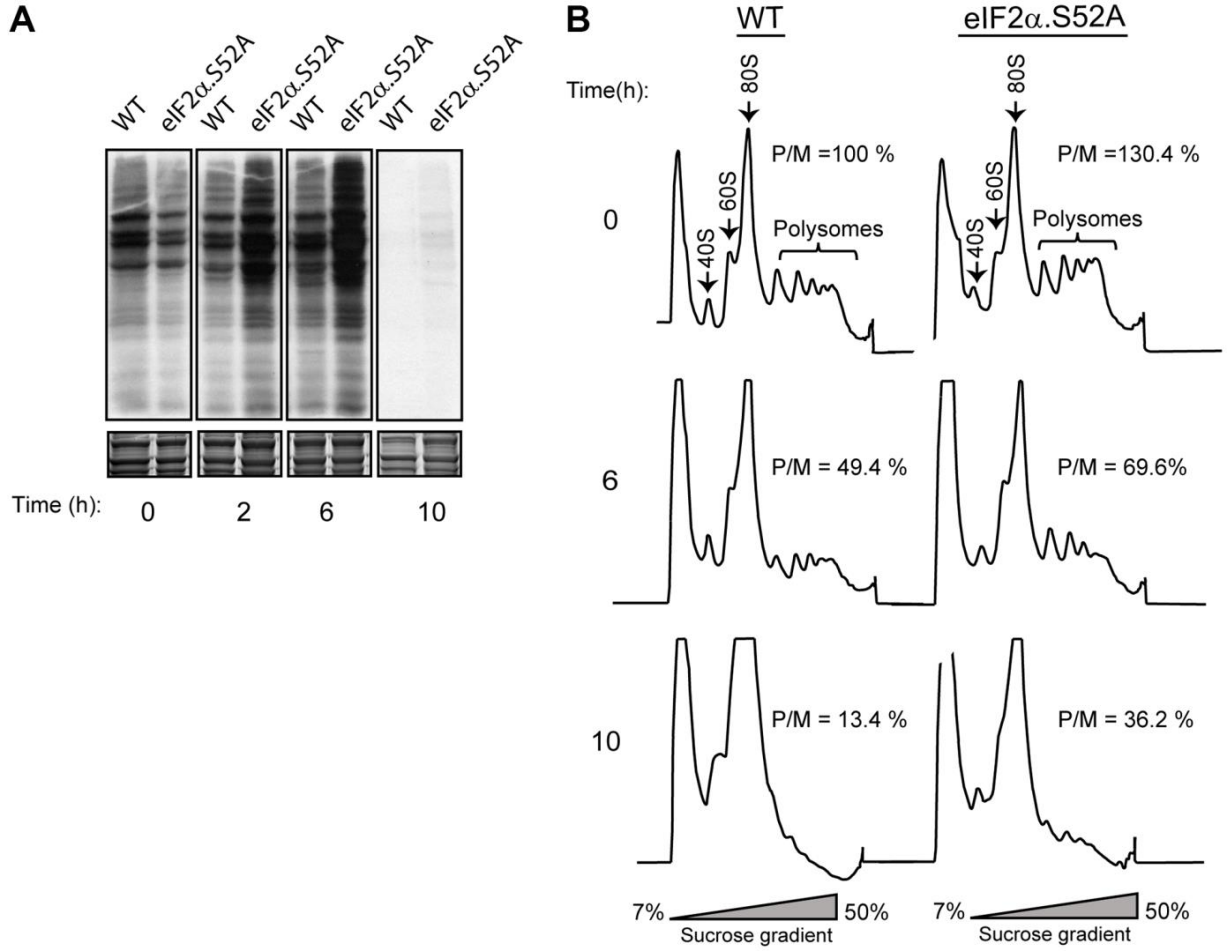
**Phosphorylation of eIF2α plays a key role in protein translation.** (**A**) Metabolic labelling by ^35^S-methionine/cysteine incorporation in WT and eIF2α.S52A cells grown in YES medium. Cells were cultivated to exponential growth phase (time 0) or later time points, as indicated, and labelled for 10 min prior to harvesting. Labelled proteins present in cell extracts were visualized by autoradiography after SDS-PAGE separation (top panel). Coomassie staining shows the total protein levels loaded in each lane (bottom panel). (**B**) Polysome profile analysis of WT and eIF2α.S52A cells. Cell extracts were separated in 7-50 % sucrose gradients and fractioned as described in the Materials and Methods. Polysome/monosome ratios (P/M) were quantified and are shown for each profile. Values are expressed as %, considering the 100% value for WT cells at time = 0, and represent the mean value of three independent experiments. Data information: (**A**, **B**) Representative results from at least three independent experiments.

We also monitored fission yeast translation rate by polysome profile observation (Figure 2B). In both WT and eIF2α.S52A cells, the polysome/monosome-80S (P/M) ratio decreased over time until reaching the stationary phase and the decline was more evident in WT cells. Both experimental approaches confirmed that eIF2α phosphorylation implements a reduction in translation as the cells advance into stationary phase.

### Nutrient levels and incubation temperature affect translation rates and modulate chronological lifespan

The above results demonstrated a strong correlation between eIF2α phosphorylation, reduced translational activity and extension of lifespan. Thus, we hypothesized that conditions leading to reduced translation should increase cell longevity. To test this, we performed longevity experiments in conditions where cells present a slower or faster metabolism in order to see their causal effects on cell survival.

Caloric restriction is a well-established environmental cue that increases longevity [12]. In fission yeast, it can be achieved by reducing glucose in regular rich growth medium from 3% to 0.1%. At the same time, incubation at 20° C instead of 30° C (the standard condition, YES 3% glucose and 30° C) allows fission yeast to grow with longer generation times. At 35° C, fission yeast cells grow faster, with 20% reduction in generation time (2 h instead of the usual 2.5 h) [13]. Thus, eIF2α.S52A and WT cells were cultured in low-glucose conditions (0.1% glucose) at 30° C, as well as in regular 3% glucose growth medium at 20° C or 35° C. We observed reduced ^35^S incorporation consistent with a reduced translation rate in both cell types growing in a low glucose concentration medium or at 20° C with 3% glucose concentration. However, ^35^S incorporation was higher at 35° C than at 30° C, consistent with an increased rate of protein synthesis (Figure 3A).

**Figure 3:**
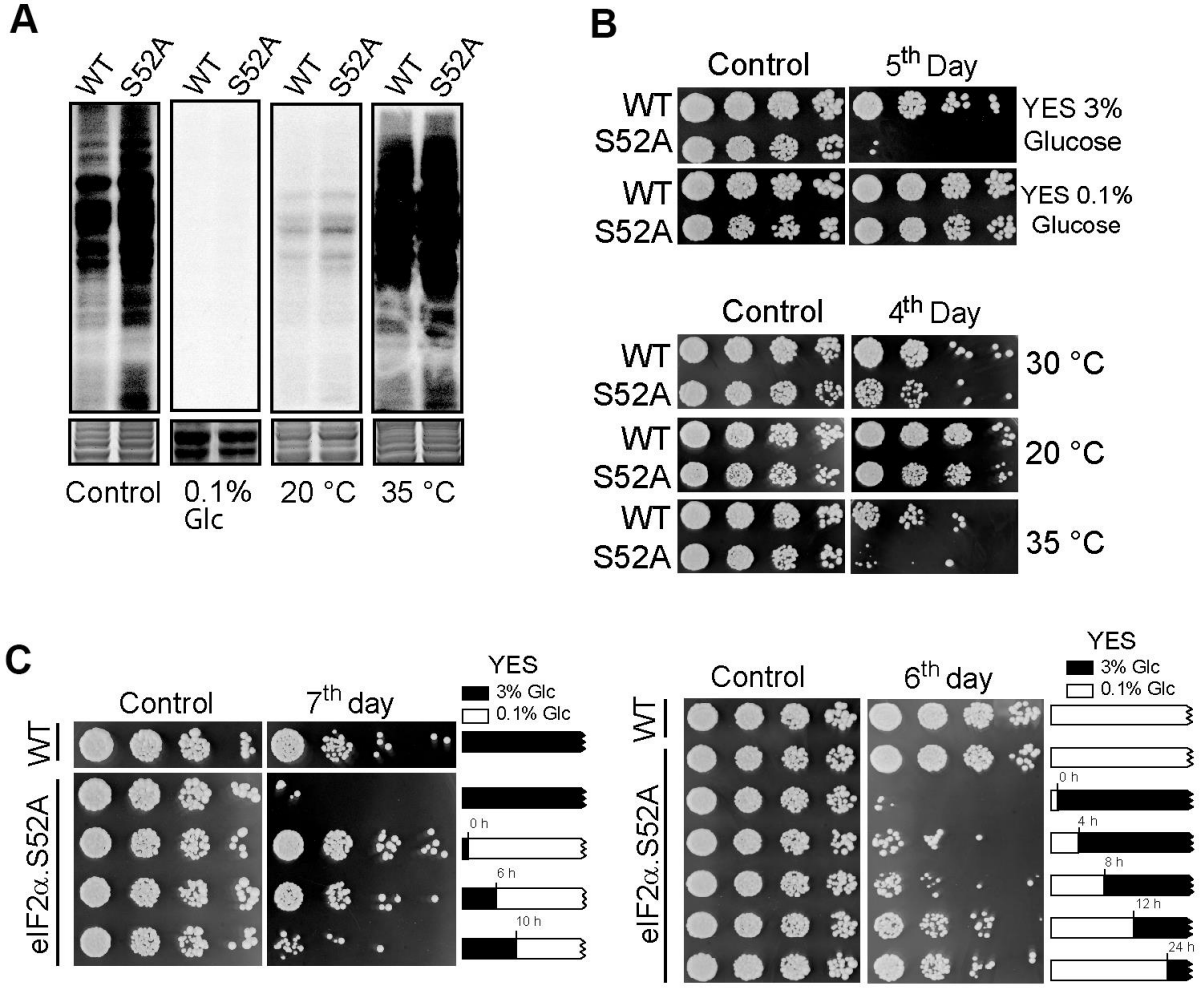
**Effect of nutrient deprivation and temperature on translation and lifespan.** (**A**) Translation rate of WT and eIF2α.S52A (S52A) cells measured by ^35^S-methionine/cysteine metabolic labelling. Coomassie staining shows the total protein levels loaded in each lane (bottom panel). Cells were grown in standard conditions (3% glucose YES medium at 30° C, Control) or low glucose (0.1% Glc) YES medium and at 20° C or 35° C prior to labelling. Cells were metabolically labelled, as previously described. (**B**) Longevity assay of WT and eIF2α.S52A (S52A) cells cultivated under conditions described in A). Serial dilutions (1/5) of cells were plated onto YES-Agar plates at the exponential phase (Control) or several days after reaching stationary phase of growth, as indicated, and incubated at 30° C for 2-3 days. (**C**) Longevity assay of cells shifted from 3% to 0.1% glucose YES medium during exponential growth phase. Left panel: eIF2α.S52A cells growing in 3% glucose (black boxes) were shifted to 0.1% glucose YES medium (white boxes) at indicated times. Right panel: eIF2α.S52A cells growing in 0.1% glucose YES medium were shifted to 3% glucose by addition of glucose at the indicated times. WT and eIF2α.S52A cells grown in 3% or 0.1% glucose YES medium during the whole experiment were used as control. Serial dilutions of cells were plated as described in panel (**B**). Data information: (**A**–**C**) Representative results from three independent experiments.

Next, we analyzed the effect of these conditions on *S. pombe* longevity. We observed extended lifespan in eIF2α.S52A cells during either low-glucose or low-temperature growth, similar to that of WT cells growing under standard conditions. Furthermore, both cell types showed premature chronological aging when cultivated at a higher temperature (Figure 3B). Altogether, our results demonstrate that there is an inverse relationship between translational activity and longevity: higher protein synthesis during active growth phases leads to a reduced lifespan, whereas conditions that decrease translation rate (low temperature and caloric restriction) lead to an extended lifespan.

Then, we wanted to see how cell longevity was affected by changing the glucose concentration present in the culture medium at different points during the exponential growth phase. When eIF2α.S52A cells were shifted from a 3% to 0.1% glucose YES medium during the exponential phase (up to 6 h of growth), they presented an extended lifespan (Figure 3C). However, when the glucose concentration shift took place when cells were entering stationary phase (10 h of growth or later), their longevity was similar to those cultured in normal (3% glucose) YES medium during the whole experiment. Conversely, when eIF2α.S52A cells growing in 0.1% glucose YES medium were shifted to a 3% glucose concentration between 0 and 8 h of exponential growth, they showed a reduced lifespan (Figure 3C). However, when eIF2α.S52A cells grew from 12-24 h in 0.1% glucose medium (entering the stationary phase) prior to a shift to 3% glucose medium, their longevity was similar to those growing in 0.1% glucose throughout the entire experiment. These results suggest that changes produced by physiological processes which take place during the exponential growth phase are crucial for cells chronological aging, and may be responsible for the observed differences in longevity between WT and eIF2α.S52A cells.

### Specific inhibitors of protein synthesis rescue premature aging of eIF2α.S52A mutant cells by decreasing translation

The above results indicated a negative correlation between translation rate and longevity under different physiological conditions. Thus, we reasoned that chemicals which specifically reduce translational activity should also have a positive effect on lifespan. To further demonstrate causality, we tested the longevity of WT and eIF2α.S52A cells after treatment with two different specific inhibitors of translation: cycloheximide (CHX) and anisomycin (ANS). First, we confirmed that sublethal concentrations of CHX and ANS have the capacity to reduce protein synthesis in both cell types (Supplementary Figure 1). Then we observed an extended lifespan in eIF2α.S52A cells cultivated in presence of 20 μM CHX or 150 μM ANS, showing a similar longevity to that of untreated WT cells (Figure 4A).

**Figure 4:**
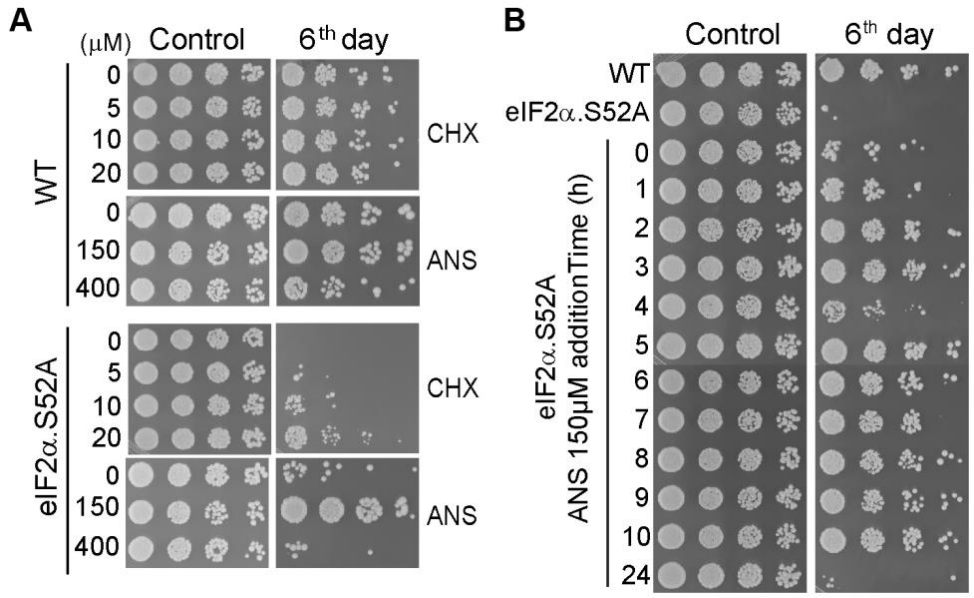
**Translation reduction by inhibitors of protein synthesis increases lifespan.** (**A**) Serial dilutions of WT and eIF2α.S52A cells growing in regular YES medium containing different sub-lethal concentrations of cycloheximide (CHX) or anisomycin (ANS) at the exponential phase (Control) or six days after reaching stationary phase, were plated onto YES agar plates and incubated at 30° C for 2-3 days. (**B**) Effect of ANS during the exponential growth phase. ANS (final concentration of 150 μM) was added to eIF2α.S52A cell cultures at the indicated time points during exponential growth. Serial dilutions of cells were plated as described in (**A**) and observed after six days of growth. Data information: (**A**, **B**) The results shown are representative of at least three independent experiments.

Interestingly, the positive effect of these translation inhibitors on fission yeast longevity was achieved only when the drugs were added during the early hours (up to 10 h) of the exponential growth phase (Figure 4B), consistent with results from Figure 3C showing growth under caloric restriction. Consequently, there is a window of opportunity to affect chronological aging in fission yeast, prior to entry into the stationary phase. Once cells pass this point, extension of lifespan was not possible in our experimental conditions.

### Neither glucose consumption nor intracellular ROS levels are altered in eIF2α.S52A mutant cells longevity assays

Several studies have demonstrated a strong relationship between glucose consumption, intracellular reactive oxygen species (ROS) levels and chronological aging [14, 15]. It is known that glucose cannot be detected in the extracellular medium for long after reaching stationary phase, suggesting that the type of metabolic processes taking place during exponential growth may condition chronological aging [15]. We first measured glucose consumption by WT and eIF2α.S52A cells in standard YES medium (3% glucose) during the exponential growth phase, showing that glucose was almost exhausted after 10 h of growth in both cultures (Supplementary Figure 2A). We also observed an increase in intracellular ROS levels when the cells entered stationary phase, as described before [16]. However, the increase in ROS levels was not significantly different between the WT and eIF2α.S52A cells (Supplementary Figure 2B). These results indicate that neither glucose consumption nor ROS levels differences are the cause of the reduced longevity of eIF2α.S52A cells seen in YES medium.

### RNA-seq analysis demonstrates differential translational-dependent gene expression in wild type and eIF2α.S52A cells

We have demonstrated the relationship between a slow-down of global translation rates and cellular longevity. However, those experiments did not exclude additional effects on aging promoted by eIF2α phosphorylation through the targeted translational activation of selected genes. Therefore, using next-generation sequencing (NGS), we studied whether eIF2α phosphorylation-dependent translational control promotes the up-regulation of specific genes which might also be involved in the aging process. 

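Total RNA and polysome fractions (mRNAs bound by several ribosomes, separated on sucrose gradients) of the fission yeast S. pombe were sequenced from WT cells and from eIF2α.S52A cells at 0 h and at 6 h, with 2 replicates in each of the 8 groups and 16 libraries in all. eIF2α is encoded by tif211 (SPAC3G9.09c), and the mutation replaces the serine phosphorylated by the eIF2 kinases with alanine. In total mRNA, tif211 stood at 492.7 ± 3.23 CPM (counts scaled to library size and TMM factor, mean ± SD, n = 2) in WT cells and 469.6 ± 31.7 in eIF2α.S52A cells at 0 h, and at 270.0 ± 22.3 and 324.1 ± 70.6 at 6 h. In polysome fractions it stood at 1263 ± 39.1 in WT cells and 1779 ± 109.5 in eIF2α.S52A cells at 0 h, and at 754.1 ± 56.8 and 1137 ± 163.8 at 6 h. A point mutation leaves the number of transcripts of the gene free to vary, so these counts do not check which library is which strain. ura4 (SPCC330.05c), a marker gene of uracil synthesis, had 154.5 ± 1.53 CPM in total mRNA of WT cells at 0 h and 154.1 ± 6.59 in eIF2α.S52A cells. By the paper's strain list, the eIF2α.S52A strain carries a Ura4 marker with the mutation and a changed ura4 allele, neither listed for WT cells. The strains thus differ in more than the point mutation, and ura4 counts of eIF2α.S52A cells may come from the marker copy. Libraries were made from poly(A)-selected RNA with a kit that keeps the strand. The authors aligned the reads with STAR to the fission yeast genome, counted them per gene by strand with QoRTs and compared groups with DESeq2. The deposited table gives raw counts and normalized values of each library for 7014 genes. The median library held 15287672 counts. In total mRNA the 2 libraries of WT cells held 14048961 and 16814647 counts at 0 h and 15482139 and 15920637 at 6 h, and those of eIF2α.S52A cells 11460505 and 15615627 at 0 h and 15762621 and 15636836 at 6 h. In polysome fractions those of WT cells held 12303596 and 20522997 at 0 h and 13049505 and 15093205 at 6 h, and those of eIF2α.S52A cells 11279417 and 15999798 at 0 h and 13337113 and 14755850 at 6 h. The raw counts of 6170 genes were tested here with edgeR's quasi-likelihood test, in 1 model of the 8 groups with TMM scaling. A change in TE was tested as the interaction of fraction and time, that is, as the change in polysome fractions relative to the change in total mRNA. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and fold changes are log2 values with standard errors (SE). With TMM scaling these changes are relative to the other genes, so a change shared by all genes is not measured.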

We obtained total and ribosome-bound mRNAs from WT and eIF2α.S52A cells after 6 h of exponential growth, the point in time coinciding with the moment we observed significant differences in translation rates between both cell types. Furthermore, this was the “window” in which we have demonstrated that the aging fate of the culture is determined (Figures 3C, 4B).

RNA-Seq (RNA sequencing) results showed a good Pearson correlation among analyzed samples, with very little dispersion between WT and eIF2α.S52A cells at 0 h and 6 h (Supplementary Figure 3A). 

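Replicates of WT cells in polysome fractions had r² of 0.955 at 0 h and 0.959 at 6 h, and replicates of eIF2α.S52A cells 0.948 and 0.926. In total mRNA the replicate pairs had r² of 0.970 and 0.972 in WT cells and 0.972 and 0.942 in eIF2α.S52A cells at the same times. Between the strains, polysome fractions at 0 h had r² of 0.963 ± 0.0047 (mean ± SD of 2 replicates). In polysome fractions at 0 h, WT and eIF2α.S52A cells of the same replicate thus lay no farther apart than replicates of the same strain. At 6 h the mean r² between strains was 0.933 in polysome fractions, below the 0.942 between replicates. In total mRNA at 6 h the means were 0.943 and 0.957. The strain pairs lie within an experiment and the replicate pairs across experiments, so the distance between replicates also includes any difference between experiments. Genes of cytosolic ribosomal proteins, the building blocks of the ribosome, held 45.8 and 47.3% of the counts in the 2 polysome libraries of WT cells at 0 h and 52.8 and 52.6% in those of eIF2α.S52A cells. At 6 h they held 29.8 and 26.9% in WT cells. In eIF2α.S52A cells at 6 h they held 30.8% in replicate 1 and 45.5% in replicate 2, and replicate 2 stood apart in total mRNA too, with 22.4% against 15.5%. These r² are of log2 deposited normalized values across genes with at least 1 in both libraries, and genes are not independent replicates.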

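In polysome fractions at 0 h, no gene passed the test between eIF2α.S52A and WT cells (edgeR, 6170 genes), while 550 genes had an unadjusted p under 0.05 and DESeq2 called 41. The replicate number as a block gave 2 genes. Of the genes of cytosolic ribosomal proteins, 134 lay above 0 on the side of eIF2α.S52A cells and 5 below, with a median log2 difference of 0.61 and 0 members past the test (camera, adjusted p = 4.12e-37, and adjusted p = 0.574 with an estimated correlation). Genes of amino acid biosynthesis lay on the same side in 45 of 52 cases with a median of 0.29 (adjusted p = 0.000168, and adjusted p = 0.769 with an estimated correlation). Genes of nitrogen starvation and mating, which fission yeast uses to enter the sexual cycle, had a median of −0.33 (32 genes, 0 past the test, and 3 lower when adjusted over the list alone, camera adjusted p = 0.000168, and adjusted p = 0.12 with an estimated correlation). Genes of translation initiation factors had a median of 0.25 (31 genes, adjusted p = 0.00911, 0.0956 and 0.0529 without WT replicate 1 or eIF2α.S52A replicate 2, and adjusted p = 0.894 with an estimated correlation). Scaling by library size alone in place of TMM shifted the median of all genes in this comparison by −0.431. The list medians and the numbers of genes above 0 thus depend on the scaling. The list tests between strains at 1 time were added after single genes of these comparisons had been seen.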

The fact that there were no significant differences in the mRNA composition of samples obtained from both strains at the beginning of the experiment indicates that eIF2 phosphorylation had little or no effect on specific mRNA translation at this time point, when cells are unstressed and growing exponentially. However, although we also observed a good correlation after 6 h of growth, there was a slightly higher dispersion of the data, suggesting that eIF2α phosphorylation already present at this time (Figure 1A) may have an effect on translation of specific mRNAs after several hours of exponential growth. Furthermore, we compared total mRNA in both WT and eIF2α.S52A cells at the same time points, showing a very good correlation between both strains at 0 h and a major dispersion after 6 h of growth (Supplementary Figure 3B). These changes may be due either to the fact that specifically translated mRNAs are an important part of the total mRNA, or because there may be side effects of transcriptional regulation. 

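In polysome fractions at 6 h, 30 genes were higher and 27 were lower in eIF2α.S52A cells than in WT cells. Genes of mating and meiosis were among the lower ones: mfm2, a precursor of the M-factor pheromone, was lower by a log2 difference of −3.20 (SE 0.52, adjusted p = 0.015), mei2, an RNA-binding protein that starts meiosis, by −2.79 (SE 0.40, adjusted p = 0.0076), and ste4, an adaptor of the pheromone pathway, by −1.63 (SE 0.23, adjusted p = 0.0076). spk1, the MAP kinase of that pathway, and uga1, a GABA transaminase, were lower as well (−1.95 and −1.83). Among the higher genes, mal1, a maltase, had a log2 difference of 2.39 (SE 0.34, adjusted p = 0.0076), gar2, a nucleolar protein of ribosome assembly, 1.79 (SE 0.29, adjusted p = 0.015), and zrt1, a zinc transporter, 1.61 (SE 0.33, adjusted p = 0.046). Of 32 genes of nitrogen starvation and mating, 4 were lower and 0 higher (10 lower when adjusted over the list alone), with a median of −0.45 (camera, adjusted p = 1.23e-07, and adjusted p = 0.0285 with an estimated correlation). Of the genes of cytosolic ribosomal proteins, 4 were higher, 1 was lower and 134 did not pass the test (97 and 2 passed when adjusted over the list alone), with a median of 0.78 (adjusted p = 2.1e-28, and adjusted p = 0.672 with an estimated correlation). Of 93 ribosome biogenesis factors, 1 was higher and 0 lower (58 higher when adjusted over the list alone, median 0.89, adjusted p = 3.4e-24, and adjusted p = 0.672 with an estimated correlation). In replicate 1 and replicate 2 of eIF2α.S52A cells, the median change from 0 h to 6 h was −1.55 and −0.62 for ribosomal proteins, −0.65 and −0.04 for biogenesis factors and −0.23 and 0.03 for the mating list. The polysome libraries of 6 h moved the count of 57 genes: without WT replicate 1 or 2 it was 21 or 11, and without eIF2α.S52A replicate 1 or 2 it was 273 or 17. Without eIF2α.S52A replicate 2, mei2, ste4, spk1, uga1, mfm2, gar2 and zrt1 had adjusted p of 0.0821, 0.0676, 0.0877, 0.0712, 0.0917, 0.0846 and 0.102. Without WT replicate 1, spk1, uga1, mfm2, mal1 and gar2 had 0.071, 0.0583, 0.0606, 0.071 and 0.0966, and without WT replicate 2 mfm2, gar2 and zrt1 had 0.0966, 0.124 and 0.389, while new25 (−2.54, SE 0.31, adjusted p = 0.0071) kept an adjusted p of at most 0.0408 in each such fit. DESeq2 called 382 genes. The fit with the replicate number as a block called 229, among them 8 lower genes of the mating list, 16 higher and 2 lower ribosomal protein genes and 11 higher biogenesis factors. Scaling by library size alone gave 22 higher and 233 lower. That scaling shifted the median of all genes by −0.348, so the list medians depend on the scaling.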

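In total mRNA at 0 h, new25 was the only gene past the test, and it was lower in eIF2α.S52A cells (−2.47, SE 0.31, adjusted p = 0.02). DESeq2 called 5 genes, 126 genes had an unadjusted p under 0.05, and the call of new25 was lost on leaving out any of the 4 libraries (adjusted p from 0.0833 to 0.571). Genes of nitrogen starvation and mating had a median of −0.22 at 0 h (32 genes, 0 past the test and 1 lower when adjusted over the list alone, camera adjusted p = 3.16e-07, and adjusted p = 0.0132 with an estimated correlation). At 6 h, 11 genes were higher and 21 lower in eIF2α.S52A cells. The lower ones included map1, a transcription factor of mating (−1.91, SE 0.35, adjusted p = 0.033), ptr2, a peptide transporter (−2.17), and dak2, a dihydroxyacetone kinase (−1.79). The higher ones included bfr1, a drug efflux transporter (1.66), and the ribosomal protein gene rpl1603 (1.62, SE 0.22, adjusted p = 0.012). Of the mating list, 4 genes were lower at 6 h and 0 higher (9 lower when adjusted over the list alone), with a median of −0.49 (adjusted p = 2.75e-09, and adjusted p = 0.0145 with an estimated correlation). Of the ribosomal protein genes, 1 was higher and 138 did not pass the test (24 were higher and 1 lower when adjusted over the list alone), with a median of 0.66 (adjusted p = 3.56e-31, and adjusted p = 0.653 with an estimated correlation). The r² between strains was 0.976 ± 0.0019 (mean ± SD of 2 replicates) at 0 h and 0.943 ± 0.024 at 6 h, with 0.96 in replicate 1 and 0.926 in replicate 2 at 6 h. At 6 h the 32 calls became 0 without WT replicate 1, 10 without WT replicate 2, 20 without eIF2α.S52A replicate 1 and 0 without eIF2α.S52A replicate 2, where map1, ptr2, dak2, bfr1 and rpl1603 had adjusted p of 0.356, 0.277, 0.382, 0.324 and 0.205. The calls of map1, ptr2 and dak2 were lost on leaving out any of the 4 libraries, those of bfr1 and rpl1603 also without WT replicate 1 (0.215 and 0.134), and that of bfr1 without WT replicate 2 (0.274). The block gave 98 genes, among them 7 of the mating list and 3 ribosomal protein genes, and DESeq2 gave 180, of which 111 were higher and 69 lower.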

Then, the data presented above (Supplementary Figure 3A) were (data) displayed in graphs comparing 0 h and 6 h for each strain (Supplementary Figure 3C). The dispersion of the data was higher when time points where compared than when strains (at the same time point) were compared, indicating more changes in gene expression due to growth conditions (0 h to 6 h) than to genetic background of the strains assayed (WT vs. eIF2α.S52A).

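Between 0 h and 6 h, 529 genes were higher and 549 lower in polysome fractions of WT cells, and 210 were higher and 221 lower in eIF2α.S52A cells. In total mRNA, 370 were higher and 371 lower in WT cells, and 131 higher and 46 lower in eIF2α.S52A cells. The largest rises are given among called genes with a symbol, a mean log2 CPM of at least 2 and the same direction in both replicates. In polysome fractions of WT cells they included hsp16, a small heat shock protein (6.72, SE 1.43, adjusted p = 0.011), the enolase gene eno102 (6.05, SE 0.87, adjusted p = 0.0024), and agl1, an alpha-glucosidase (5.33, SE 1.20, adjusted p = 0.013). Those of hsp16 and eno102 in eIF2α.S52A cells were 5.83 (SE 1.37, adjusted p = 0.031) and 4.45 (SE 0.87, adjusted p = 0.017), beside inv1, an invertase (5.28, SE 1.23, adjusted p = 0.03). In polysome fractions of eIF2α.S52A cells ptr2, a peptide transporter, fell by −3.69 (SE 0.43, adjusted p = 0.0021), isp4, an oligopeptide transporter, by −2.82, amt1, an ammonium transporter, by −2.79, and put4, a proline permease, by −2.06. In those of WT cells ptr2 fell by −2.05 (SE 0.40, adjusted p = 0.0072), amt1 by −1.66 (SE 0.42, adjusted p = 0.019) and put4 by −1.76 (SE 0.47, adjusted p = 0.025), while isp4 had −0.76 (SE 0.47, adjusted p = 0.275). For the difference between the strains ptr2, isp4, amt1 and put4 had adjusted p of 0.848, 0.821, 0.848 and 0.982. In total mRNA of WT cells mik1, a kinase that inhibits Cdc2, fell by −2.19 (SE 0.39, adjusted p = 0.0086), and in eIF2α.S52A cells fbp1, an enzyme of gluconeogenesis, rose by 2.87 (SE 0.39, adjusted p = 0.0033). hri1, one of the eIF2 kinases, rose in polysome fractions of both WT cells (2.51, SE 0.47, adjusted p = 0.0066) and eIF2α.S52A cells (3.07, SE 0.50, adjusted p = 0.0069). The r² between 6 h and 0 h was 0.888 ± 0.0026 in polysome fractions of WT cells and 0.914 ± 0.047 in those of eIF2α.S52A cells (mean ± SD of 2 replicates), with 0.881 in replicate 1 and 0.947 in replicate 2 of the latter. In total mRNA it was 0.903 ± 0.0034 and 0.924 ± 0.034. Without WT 0 h replicate 1 or 2 or 6 h replicate 1 or 2, polysome fractions of WT cells gave 245, 412, 525 and 281 called genes, and total mRNA gave 82, 16, 51 and 172. The same 4 omissions in eIF2α.S52A cells gave 37, 154, 44 and 861 in polysome fractions and 0, 11, 45 and 303 in total mRNA, so that replicate 2 at 6 h held the counts down. In eIF2α.S52A cells hsp16, inv1, eno102, isp4, amt1, hri1 and put4 had adjusted p of 0.188, 0.165, 0.123, 0.0871, 0.0557, 0.0851 and 0.191 without 0 h replicate 1, and of 0.252, 0.211, 0.12, 0.0891, 0.0891, 0.0597 and 0.188 without 6 h replicate 1. Without 0 h replicate 2, hsp16, inv1 and eno102 had 0.1, 0.127 and 0.0827 there, and fbp1 in total mRNA had 0.0817 without 0 h replicate 1. In WT cells hsp16 and agl1 had 0.0785 and 0.0769 without 0 h replicate 1, hsp16, agl1 and hri1 had 0.0714, 0.0898 and 0.0517 without 0 h replicate 2, and agl1 had 0.0634 without 6 h replicate 1. In WT cells too, ptr2 had 0.0606 and 0.0746 without 0 h replicate 1 or 6 h replicate 2, put4 had 0.184, 0.0865 and 0.156 without 0 h replicate 1, 6 h replicate 1 or 6 h replicate 2, and amt1 lost its call on leaving out any of the 4 libraries (up to 0.129). mik1 in total mRNA had 0.0597, 0.0528 and 0.0971 without 0 h replicate 1, 0 h replicate 2 or 6 h replicate 1. With the replicate number as a block, 1691 genes were called in polysome fractions of WT cells, 845 in those of eIF2α.S52A cells, 1374 in total mRNA of WT cells and 462 in that of eIF2α.S52A cells. Scaling by library size alone gave 1840 higher and 213 lower genes in polysome fractions of WT cells and 1902 higher and 67 lower in those of eIF2α.S52A cells.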

Next, we analyzed translational control of gene expression in the presence and absence of eIF2α phosphorylation. The number of sequence reads normalized to mRNA levels in the polysome fraction provides a good estimation of efficiency of translation (TE). Scatter plots comparing TE and total mRNA changes in both cell types are shown (Figure 5A, 5B). In both cases, the change in total mRNA when cells were entering the stationary phase was very similar to the observed translational change. However, there were specific genes which were more actively translated.

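Across 6170 genes, the change in polysome fractions and the change in total mRNA had r² of 0.706 in WT cells (slope 1.02) and 0.594 in eIF2α.S52A cells (slope 0.94). Of the genes of cytosolic ribosomal proteins, 113 fell and 26 did not pass the test in total mRNA of WT cells (133 fell when adjusted over the list alone), with a median of −1.11 (camera, adjusted p = 1.48e-44, and adjusted p = 0.302 with an estimated correlation). In total mRNA of eIF2α.S52A cells 0 of them passed the test and the median was −0.52 (adjusted p = 8.8e-15, and adjusted p = 0.621 with an estimated correlation). Of 33 autophagy genes, 9 rose and 0 fell in total mRNA of WT cells (17 higher when adjusted over the list alone, median 0.65, adjusted p = 8.78e-08, and adjusted p = 0.329 with an estimated correlation). In total mRNA of eIF2α.S52A cells 2 rose and 0 fell (3 higher when adjusted over the list alone, median 0.50, adjusted p = 1.79e-05, 0.114 without 6 h replicate 1, and adjusted p = 0.551 with an estimated correlation). With the replicate number as a block, 15 and 4 autophagy genes rose in total mRNA of the 2 strains, and 2 ribosomal protein genes fell in that of eIF2α.S52A cells. Replicate 1 and replicate 2 gave r² of 0.619 and 0.714 in WT cells and 0.571 and 0.499 in eIF2α.S52A cells. Both fractions of eIF2α.S52A replicate 2 at 6 h lay closer to 0 h. The 2 changes share no library, and genes are not independent replicates. Without 6 h polysome replicate 1 the r² in eIF2α.S52A cells was 0.368.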

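With polysome fractions set against total mRNA in the same model, 0 genes rose and 1 fell in TE in WT cells, and 0 rose or fell in eIF2α.S52A cells. Under TMM scaling the median TE change of all genes was 0.017 in WT cells and 0.014 in eIF2α.S52A cells. TE changes here are relative to other genes, so a fall in translation common to all genes would not show. The gene that fell was meu26-antisense-1, a non-coding RNA (−3.44, SE 0.47, adjusted p = 0.049 from edgeR). It lost its call on leaving out any of the 8 libraries (adjusted p from 0.173 to 0.566) and with the replicate number as a block (0.0553). At an unadjusted p under 0.05 there were 156 genes in WT cells and 99 in eIF2α.S52A cells, and DESeq2 called 6 and 3. Of the autophagy genes, atg2, which is needed to enlarge the autophagosome membrane, had a TE change of 1.21 in WT cells (SE 0.33, adjusted p = 1.0). The median TE change of the 33 autophagy genes in WT cells was 0.18, with 0 past the test (camera, adjusted p = 0.233), and it passed without total mRNA of 0 h replicate 2 or 6 h replicate 1 or polysomes of 6 h replicate 1 (adjusted p = 0.0434, 0.0104 and 0.0345). The 52 genes of the core environmental stress response had a median of 0.34 in WT cells (0 past the test, adjusted p = 0.0015, and adjusted p = 0.965 with an estimated correlation) and 0.28 in eIF2α.S52A cells (adjusted p = 0.0297, and adjusted p = 0.976 with an estimated correlation, and 0.0618 with the block). In WT cells the stress response had an adjusted p of 0.204 without total mRNA of 0 h replicate 1 and 0.157 without polysomes of 0 h replicate 2. In eIF2α.S52A cells it had 0.481 without total mRNA of 0 h replicate 1, and 0.094 and 0.218 without polysomes of 0 h replicate 1 or 2. Its direction there turned without total mRNA of 6 h replicate 2 (adjusted p = 0.676) and without polysomes of 6 h replicate 1 (median −0.36, adjusted p = 0.00206). Genes of cytosolic ribosomal proteins had a median of −0.52 in eIF2α.S52A cells, where 4 were above 0, 135 below and 0 past the test (1 lower when adjusted over the list alone, adjusted p = 9.74e-38, and adjusted p = 0.976 with an estimated correlation). Of 100 simulated changes in TE in WT cells, edgeR recovered 5 at 2-fold and 61 at 4-fold, so smaller changes would mostly be missed. DESeq2 recovered 22 and 74, with 28 false calls against 4 from edgeR. The model and the simulation treat total mRNA and polysome libraries of the same strain, time and replicate as independent. The block adds a term shared by all groups and none for each culture, so a TE test that pairs the fractions was not run.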

**Figure 5:**
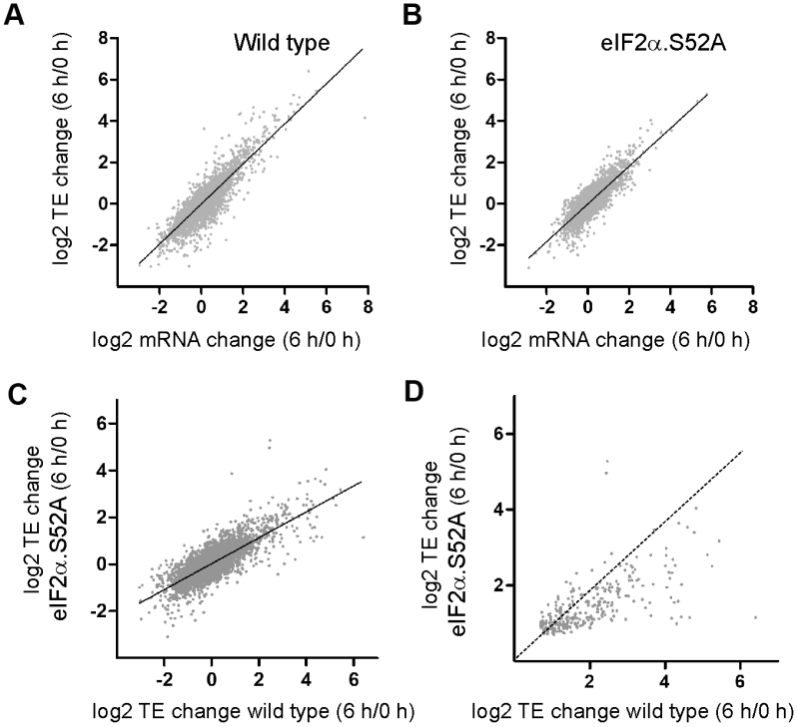
**Translation-dependent changes of gene expression mediated by eIF2α phosphorylation during the pre-stationary phase of growth.** (**A**, **B**) Scatter plots comparing log_2_ fold change in total mRNA levels and in translation efficiencies (TE) of (**A**) WT and (**B**) eIF2α.S52A cells growing exponentially (0 h) and after 6 h of growth in YES medium. (**C**) Scatter plot comparing log_2_ fold change in TE between WT and eIF2α.S52A cells growing exponentially (0 h) and after 6 h of growth in YES medium. (**D**) Same as in (**C**), but restricted to the group of genes whose translation efficiency increased in WT as well as in eIF2α.S52A cells. Dotted line indicates equal values in both strains. Data information: (**A**–**C**) The best fitting line of the data is shown. R^2^ (**A**) = 0.7605; R^2^ (**B**) = 0.6947; R^2^ (**C**) = 0.5977.

We were interested in genes that were translationally up-regulated by at least 50% after 6 h of growth (a TE change higher than 1.5-fold and p<0.05). 

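At a change over 1.5-fold, 859 genes were higher in polysome fractions at 6 h in WT cells and 638 in eIF2α.S52A cells at an unadjusted p under 0.05. At an adjusted p under 0.05 these numbers were 519 and 208. For the TE change at the same fold, 37 genes passed in WT cells and 37 in eIF2α.S52A cells at an unadjusted p, and 0 and 0 at an adjusted p from edgeR (1 and 0 from DESeq2). The rise of fbp1 in polysome fractions of WT cells was 3.03 (SE 0.44, adjusted p = 0.0024), that of hsp9, a stress-induced heat shock protein, 4.95 (SE 0.98, adjusted p = 0.008), and that of gdh2, the NAD-dependent glutamate dehydrogenase, 2.85 (SE 0.26, adjusted p = 0.00025). In eIF2α.S52A cells hsp9 rose by 3.84 (SE 0.93, adjusted p = 0.034) and gdh2 by 1.34 (SE 0.24, adjusted p = 0.012). The difference between the strains was 1.51 for gdh2 (SE 0.35, adjusted p = 0.428) and −1.77 for gar2 (SE 0.40, adjusted p = 0.428). No gene passed this test of the difference, while 345 had an unadjusted p under 0.05 and DESeq2 called 23, gdh2 and gar2 among them. Of the 364 genes that Supplementary Table 7 lists for WT cells alone, 0 passed the test (edgeR; 56 at an unadjusted p, and 0 when adjusted over the list alone). DESeq2 called 9 of them, and 16 when adjusted over the list alone, and with the replicate number as a block 0 passed over all genes, 25 when adjusted over the list alone and 99 at an unadjusted p. The change was larger in WT cells for 354 of them (median difference 0.54), and without both 6 h libraries of eIF2α.S52A replicate 2 for 285 (median difference 0.34). Of the 68 genes in Supplementary Table 8, which its column heading gives as up-regulated in eIF2α.S52A cells alone while its title names another set, 0 passed (edgeR; 14 at an unadjusted p, 0 when adjusted over the list alone). DESeq2 called 0 of them over all genes and 5 when adjusted over the list alone. The change was larger in WT cells for 1 of the 68 (median difference −0.72), and without those libraries for 4, with 2 past the test when adjusted over the list alone. Both tables were chosen on these libraries, so their directions are not independent evidence. Of 100 simulated differences between strains in polysome change, edgeR recovered 2 at 2-fold and 61 at 4-fold. The absence of edgeR calls in these lists thus does not show that the strains were alike. The 519 genes became 127 and 174 without WT 0 h replicate 1 or 2 and 274 and 218 without 6 h replicate 1 or 2. The 208 genes became 16, 64, 31 and 423 on the same omissions in eIF2α.S52A cells, the last without 6 h replicate 2, and 396 with the replicate number as a block. hsp9 had an adjusted p of 0.0525 without WT 0 h replicate 1 in WT cells. In eIF2α.S52A cells hsp9 and gdh2 had 0.175 and 0.115 without 0 h replicate 1 and 0.178 and 0.0879 without 6 h replicate 1.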

We identified more up-regulated genes in WT cells compared to eIF2α.S52A cells (643 and 347 genes, respectively) (Figure 5C and Supplementary Tables 1, 2, 7, 8), likely because of activation of eIF2α phosphorylation-dependent pathways. Additionally, in the group of mRNAs that increased their translation efficiency in both types of cells, some of them (at least 96) presented a much higher translational activation in WT cells (Figure 5D and Supplementary Table 9).

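In both strains, 109 genes were higher in polysome fractions at 6 h by over 1.5-fold at an unadjusted p under 0.05 with a change over 1.5 times as large in WT cells. The 96 genes listed in Supplementary Table 9, whose title names a KEGG analysis while its columns give log2 changes in both strains, had a median difference of 0.80 between the change in WT cells and that in eIF2α.S52A cells, and it was above 0 for 91 of them. None of the 96 passed the test of the difference (edgeR; 3 at an unadjusted p under 0.05, 0 when adjusted over the list alone and 1 called by DESeq2), and the list was chosen on these libraries. The replicate number as a block gave 0 over all genes, 2 when adjusted over the list alone and 18 at an unadjusted p. In simulation edgeR recovered 2 of 100 such differences at 2-fold, so most differences of this size would be missed. cys2, which makes O-acetylhomoserine for sulfur amino acids, rose by 3.07 in WT cells (SE 0.35, adjusted p = 0.00089) and by 2.72 in eIF2α.S52A cells (SE 0.34, adjusted p = 0.0023). met17, the next enzyme of that pathway, rose by 3.59 (SE 0.47, adjusted p = 0.0014) and 2.30 (SE 0.44, adjusted p = 0.015). cpy1, the vacuolar carboxypeptidase Y, rose by 1.39 (SE 0.26, adjusted p = 0.0062) and 1.44 (SE 0.26, adjusted p = 0.011). Across 6170 genes, the polysome changes of the strains had r² of 0.514 (slope 0.61), with 0.490 in replicate 1 and 0.274 in replicate 2. At 6 h, eIF2α.S52A replicate 2 lay closer to 0 h than the other cultures, and without both of its 6 h libraries 63 genes met the criteria in place of 109 and the median over Supplementary Table 9 was 0.39. Without the polysome library of eIF2α.S52A cells of 0 h replicate 1 or 2 or of 6 h replicate 1 or 2, 68, 52, 69 and 60 genes met them. Without 0 h replicate 2 the r² was 0.308, and without 6 h replicate 1 it was 0.256, where met17 and cpy1 in eIF2α.S52A cells had adjusted p of 0.102 and 0.0852. They had 0.0528 each without 0 h replicate 1, and 0.0769 and 0.0637 without 0 h replicate 2.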

Previous studies have shown that most genes regulated by eIF2α phosphorylation carry one or more uORFs located in the 5′-leader sequence of the mRNA, such as *ATF4* in mammals or *GCN4* in budding yeast [17, 18]. Thus, we searched for uORFs (ATG-dependent) in the up-regulated genes in both types of cells, finding that the proportion of genes containing ATG-dependent uORFs in WT cells was within the expected range with respect to that described in *S. pombe* (Pombase, https://www.pombase.com). However, cells lacking capacity for eIF2α phosphorylation had a lower proportion than expected (p<0.0132), which strongly suggests that under stress conditions, eIF2α phosphorylation regulates mRNA translation in the fission yeast *S. pombe* through uORFs (Supplementary Table 3).

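Of the genes that rose in polysome fractions of WT cells and have an annotated 5′-leader, 151 of 404 (37.38%) held at least 1 AUG upstream of the coding sequence, against 1484 of the 4098 other tested genes (36.21%). The odds ratio was 1.05 (Fisher's exact test, two-sided, p = 0.665). At the 1.5-fold threshold with an unadjusted p, 232 of 634 genes held one (36.59%; Fisher's exact test, p = 0.894). Of the genes listed in Supplementary Table 1, 184 of 559 held one (32.92%; Fisher's exact test, p = 0.0744). Leaders were taken from the gene models of the assembly ASM294v3, in which 4512 of 5156 protein-coding genes have a 5′-leader, with a median length of 97 nt, and 1637 of these (36.28%) hold an AUG. The annotation is not the one the authors aligned to, and an upstream AUG was counted whether or not a stop codon follows it within the leader.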

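Of the genes that rose in polysome fractions of eIF2α.S52A cells, 51 of 160 (31.88%) held an upstream AUG, against 1584 of the 4342 other tested genes (36.48%; odds ratio 0.815; Fisher's exact test, two-sided, p = 0.243). At the 1.5-fold threshold with an unadjusted p, 159 of 448 genes held one (35.49%; Fisher's exact test, p = 0.717). Of the genes listed in Supplementary Table 2, 84 of 298 held one (28.19%; Fisher's exact test, p = 0.00272), a list chosen on these libraries. The genes listed for WT cells alone held one in 120 of 320 cases (37.5%) and those listed for eIF2α.S52A cells alone in 20 of 59 (33.9%; Fisher's exact test, p = 0.661). From the study's own counts of 197 of 347 genes with a uORF and 2975 of 4693 in the genome, a two-sided exact binomial test gave p = 0.0121. For its 388 of 643 genes in WT cells the same test gave an exact binomial p = 0.11. By the test of the difference between strains edgeR called 0 genes (345 at an unadjusted p) and DESeq2 called 23. Of the 23, 17 had a positive difference (the change in WT cells less that in eIF2α.S52A cells), and uORFs were not counted in that group.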

RNA-Seq data were further analyzed by statistical analysis and performing enrichment pathways by using Gene Ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) analysis. Gene ontology (GO) was applied to identify biological attributes for up-regulated and down-regulated genes found in the RNA-Seq data. They were classified into different functional categories according to the GO term enrichment analysis for Biological Process (Supplementary Tables 4–6). 

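Of 11 genes in the list of vacuolar proteases and hydrolases, which also holds zym1, a metallothionein, and vac8, a protein of the vacuolar membrane, 4 rose from 0 h to 6 h in polysome fractions of WT cells and 0 fell (7 higher when adjusted over the list alone), with a median of 0.86 (camera, adjusted p = 0.000498, and adjusted p = 0.427 with an estimated correlation). The 4 were the proteases cpy1, sxa1 and psp3, the last by 1.07 (SE 0.31, adjusted p = 0.033), and zym1 by 2.60 (SE 0.75, adjusted p = 0.033). Of 52 genes induced in the core environmental stress response, 21 rose and 4 fell (31 and 5 when adjusted over the list alone), with a median of 1.71 (adjusted p = 8.55e-07, and adjusted p = 0.427 with an estimated correlation). rds1 rose by 3.36 (SE 0.64, adjusted p = 0.0067), and atf1, the transcription factor of this response, by 1.52 (SE 0.35, adjusted p = 0.014). Of 27 glucose-repressed genes, 8 rose and 0 fell (9 higher and 1 lower when adjusted over the list alone), with a median of 0.89 (adjusted p = 2.06e-05, and adjusted p = 0.286 with an estimated correlation). inv1 rose by 4.88 (SE 1.18, adjusted p = 0.017). The block by replicate number gave 7 vacuolar and 14 glucose-repressed genes that rose. The calls of psp3 and zym1 were lost on leaving out any of the 4 libraries (adjusted p up to 0.169 and 0.161). Without WT 0 h replicate 2, rds1, atf1 and inv1 had 0.055, 0.0968 and 0.119, without 0 h replicate 1 atf1 and inv1 had 0.0614 and 0.0673, and atf1 had 0.0765 without 6 h replicate 2 and inv1 0.0632 without 6 h replicate 1.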

Comparing both types of cells, we observed that the most significantly up-regulated GO categories in WT cells were related to catabolic processes (*GO:0009056*), autophagy (*GO:0006914*) or cellular responses to toxic substances (*GO:0097237*). Furthermore, many of them were not only up-regulated in WT cells, but also were down-regulated in eIF2α.S52A cells. Conversely, these results showed an underrepresentation of genes related to ribosomal subunit biogenesis (*GO:0042273; GO:0042274*) and translation (*GO:0006412*), which were more prominent in the absence of eIF2α phosphorylation. 

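The same lists lay above 0 in polysome fractions of eIF2α.S52A cells as well. Of the 11 genes of the vacuolar list, 1 rose and 0 fell (1 when adjusted over the list alone), with a median of 0.41 (camera, adjusted p = 0.0315, and adjusted p = 0.602 with an estimated correlation). Of the 52 genes of the core environmental stress response, 9 rose and 1 fell (25 and 1 when adjusted over the list alone), with a median of 1.47 (adjusted p = 3.42e-07, and adjusted p = 0.592 with an estimated correlation). ish1, a stress-induced gene, rose by 3.44 (SE 0.91, adjusted p = 0.044). Of the 27 glucose-repressed genes, 7 rose and 0 fell (10 higher when adjusted over the list alone), with a median of 0.83 (adjusted p = 0.000476, and adjusted p = 0.399 with an estimated correlation). rst2, the transcription factor that turns on gluconeogenesis genes, rose by 0.83 (SE 0.21, adjusted p = 0.037). With a block by replicate, 3, 19 and 11 genes of these lists rose. In replicate 1 and replicate 2 the medians were 0.50 and 0.39 for the vacuolar list, 1.77 and 0.41 for the stress response and 0.99 and 0.57 for glucose-repressed genes. Across all genes, the slope of the polysome change on that of WT cells was 0.361 in replicate 2 and 0.748 in replicate 1. The call of the vacuolar list was lost without 0 h replicate 2 (adjusted p = 0.191) and without 6 h replicate 1 (adjusted p = 0.388), as was that of ish1 without 0 h replicate 1, 0 h replicate 2 or 6 h replicate 1 (0.196, 0.153 and 0.582). That of rst2 was lost on leaving out any of the 4 libraries (up to 0.199).

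**Figure D1:**
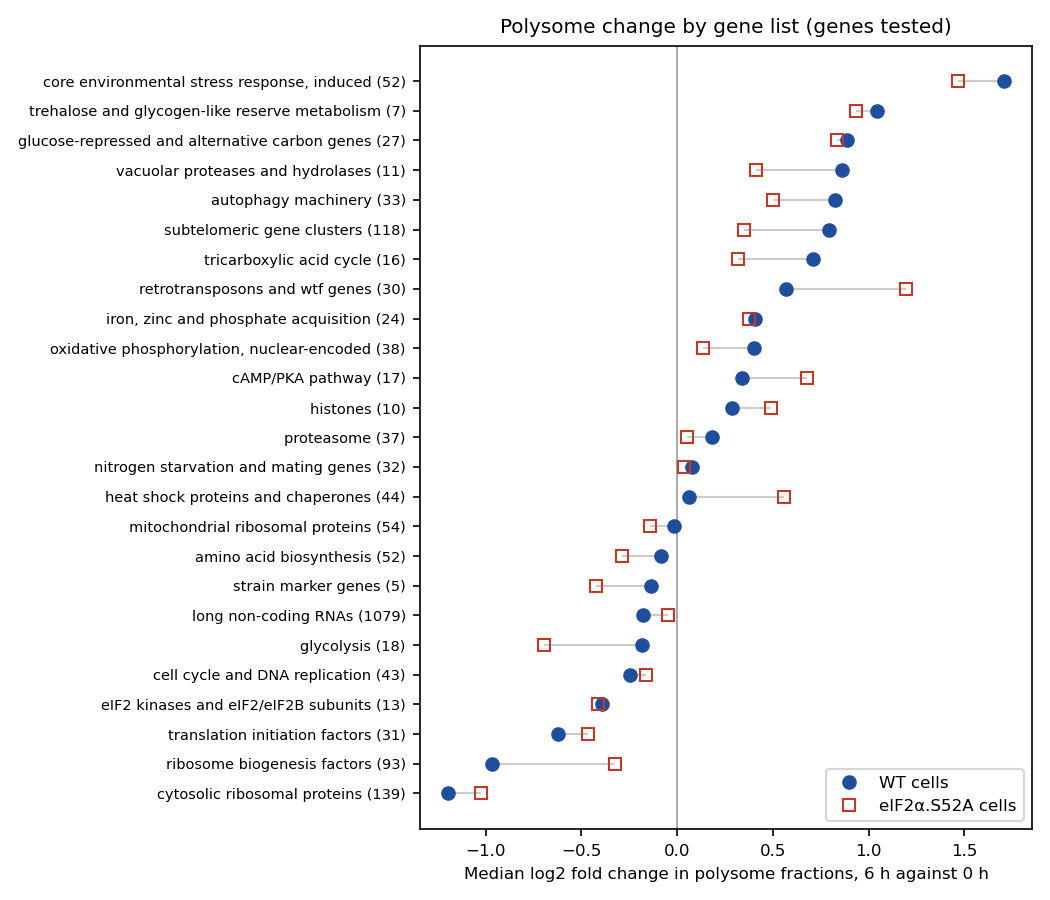
Median log2 fold change in polysome fractions from 0 h to 6 h (horizontal axis) of the genes in each list, with the number of genes tested in brackets. Filled circles are WT cells and open squares eIF2α.S52A cells; the core environmental stress response lies at 1.71 and 1.47 and cytosolic ribosomal proteins at −1.20 and −1.03.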

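In polysome fractions of WT cells, 115 genes of cytosolic ribosomal proteins fell, 0 rose and 24 did not pass the test (125 lower when adjusted over the list alone), with a median of −1.20 (camera, adjusted p = 2.25e-40, and adjusted p = 0.427 with an estimated correlation). rpl22 fell by −1.85 (SE 0.25, adjusted p = 0.0019) and rpp0, a protein of the ribosomal stalk, by −1.88 (SE 0.45, adjusted p = 0.016). Of 93 ribosome biogenesis factors, 42 fell and 0 rose (78 lower when adjusted over the list alone), with a median of −0.97 (adjusted p = 1.95e-19, and adjusted p = 0.427 with an estimated correlation). gar2 fell by −2.33 (SE 0.30, adjusted p = 0.0013), from 1286 ± 117 to 256.1 ± 10.9 CPM (SD, n = 2), and nip7 by −1.72 (SE 0.43, adjusted p = 0.018). Of 31 translation initiation factors, 7 fell and 0 rose (17 lower when adjusted over the list alone), with a median of −0.63 (adjusted p = 2.79e-05, and adjusted p = 0.427 with an estimated correlation). In eIF2α.S52A cells, 79 ribosomal protein genes fell and 0 rose (130 lower when adjusted over the list alone, median −1.03, adjusted p = 3.5e-51, and adjusted p = 0.399 with an estimated correlation). rps1401 fell by −2.41 (SE 0.32, adjusted p = 0.0029). None of the biogenesis factors passed the test there (edgeR; 9 lower at an unadjusted p and 4 with DESeq2, median −0.33, adjusted p = 0.000391, and adjusted p = 0.653 with an estimated correlation), and gar2 went from 1305 ± 25 to 887.8 ± 288.8 CPM (−0.56, SE 0.28, adjusted p = 0.251). The median of the initiation factors was −0.47 (−0.74 in replicate 1 and −0.24 in replicate 2, 10 lower when adjusted over the list alone, adjusted p = 0.000392, and adjusted p = 0.592 with an estimated correlation). The fall of biogenesis factors was larger in WT cells by a median of −0.69 (4 of 93 above 0, adjusted p = 4.13e-17, and adjusted p = 0.781 with an estimated correlation), and that of ribosomal proteins by −0.15 (adjusted p = 0.204). A block by replicate number gave 70 biogenesis and 17 initiation factors that fell in WT cells and 5 and 6 in eIF2α.S52A cells. In polysome fractions of eIF2α.S52A cells, the share of ribosomal protein counts fell from 52.8% at 0 h to 30.8% at 6 h in replicate 1. At 6 h, replicate 2 held 45.5%, against 52.6% at 0 h, a smaller fall. Without its polysome library the difference in ribosomal proteins turned around (adjusted p = 0.0012), and without 6 h replicate 1 it had an adjusted p of 8.17e-07. It also passed without WT 6 h replicate 1 (adjusted p = 0.002) and without eIF2α.S52A 0 h replicate 1 (adjusted p = 0.0114), and turned around without passing when WT 6 h replicate 2 (adjusted p = 0.367) or eIF2α.S52A 0 h replicate 2 (adjusted p = 0.688) was left out. Without eIF2α.S52A 6 h replicate 1 the biogenesis factors in eIF2α.S52A cells had an adjusted p of 0.297, rpp0 had 0.0841 and 0.12 without WT 0 h replicate 1 or 6 h replicate 2, and nip7 lost its call on leaving out any of the 4 libraries of WT cells (up to 0.104).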

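Of the 9 genes that the study's KEGG table lists for regulation of autophagy, 7 rose and 0 fell in polysome fractions of WT cells (8 higher when adjusted over the list alone), with a median of 0.87 (camera, adjusted p = 1.28e-05, and adjusted p = 0.12 with an estimated correlation). atg4, the protease that processes Atg8, rose by 1.34 (SE 0.38, adjusted p = 0.033), and atg13, a regulatory subunit of the Atg1 kinase, by 1.22 (SE 0.26, adjusted p = 0.0098). Without WT 0 h replicate 1 or 6 h replicate 2, atg13 had adjusted p of 0.0656 and 0.0646, and atg4 lost its call on leaving out any of the 4 libraries (up to 0.179). In eIF2α.S52A cells 0 of the 9 passed the test (edgeR; 2 higher when adjusted over the list alone, 3 at an unadjusted p and 2 with DESeq2), all 9 were above 0, and the median was 0.36 (adjusted p = 0.0229, 0.148 without 6 h replicate 1, and adjusted p = 0.444 with an estimated correlation). With the block 2 of them rose there. The change was larger in WT cells by a median of 0.52 (adjusted p = 0.00104, and adjusted p = 0.193 with an estimated correlation). The median in eIF2α.S52A cells was 0.56 in replicate 1 and 0.29 in replicate 2, and without the 6 h polysome library of replicate 2 this difference had an adjusted p of 0.0517. The study chose these genes on the same libraries, so their direction is not independent evidence.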

In agreement with these results, KEGG pathway analysis confirmed that the up-regulated genes of WT cells were also enriched in the regulation of autophagy pathways, which was absent in cells unable to phosphorylate eIF2α (Figure 6 and Supplementary Tables 10, 11). 

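Most of the genes that the study's KEGG tables list for each of 4 pathways of energy and amino acid metabolism rose in polysome fractions of WT cells. Of 8 citrate cycle genes, 5 rose (8 when adjusted over the list alone, median 0.94, camera adjusted p = 5.79e-05, and adjusted p = 0.148 with an estimated correlation). Isocitrate dehydrogenase idh2 rose by 1.18 (SE 0.33, adjusted p = 0.03) and fumarase fum1 by 0.87 (SE 0.21, adjusted p = 0.018). Of 6 genes of pyruvate metabolism, 4 rose (6 when adjusted over the list alone, median 1.04, adjusted p = 0.000314, and adjusted p = 0.148 with an estimated correlation), among them dld1, dihydrolipoamide dehydrogenase (1.04, SE 0.25, adjusted p = 0.018), and the glyoxalase glo1 (1.04, SE 0.33, adjusted p = 0.046). Of 7 genes of cysteine and methionine metabolism, 4 rose (7 when adjusted over the list alone, median 2.22, adjusted p = 2.42e-07, and adjusted p = 0.12 with an estimated correlation), such as the cysteine synthase cys11 (2.22, SE 0.41, adjusted p = 0.0063). Of 7 genes of alanine, aspartate and glutamate metabolism, 6 rose (7 when adjusted over the list alone, median 1.27, adjusted p = 2.42e-07, and adjusted p = 0.12 with an estimated correlation), such as uga1 (1.36, SE 0.26, adjusted p = 0.0066). In eIF2α.S52A cells, 0, 0, 3 and 1 genes of these pathways rose in the same order (edgeR; 0, 1, 4 and 2 when adjusted over the list alone, and for the first 2 pathways 2 and 1 at an unadjusted p and 1 and 0 with DESeq2), with medians of 0.46, 0.57, 1.64 and 0.51 and adjusted p of 0.0807, 0.0818, 0.000425 and 0.0869 (adjusted p = 0.432 for cysteine and methionine with an estimated correlation). The change was larger in WT cells by medians of 0.66, 0.71, 0.84 and 1.01 (adjusted p = 0.000535, 0.00149, 0.000634 and 2.45e-09, and adjusted p = 0.193, 0.193, 0.193 and 0.0746 with an estimated correlation). The fixed list of 16 tricarboxylic acid cycle genes, which shares members with the citrate cycle list, had 5 higher and 0 lower in WT cells (10 and 1 when adjusted over the list alone, median 0.71, adjusted p = 0.000959, and adjusted p = 0.427 with an estimated correlation), with aconitase aco1 at 0.95 (SE 0.19, adjusted p = 0.008). In eIF2α.S52A cells it had 0 past the test and a median of 0.32 (adjusted p = 0.127), and the strains differed by 0.41 (adjusted p = 0.0067, and adjusted p = 0.781 with an estimated correlation). Under the block by replicate, 8 citrate cycle, 7 cysteine and methionine and 10 tricarboxylic acid cycle genes rose in WT cells, and in eIF2α.S52A cells 1 pyruvate, 2 alanine, aspartate and glutamate and 1 tricarboxylic acid cycle gene. In eIF2α.S52A cells the medians in replicate 1 were 0.63, 0.89, 1.70 and 0.57 for the 4 pathways and 0.54 for the fixed list, and in replicate 2 they were 0.09, 0.02, 0.70, 0.30 and 0.09. Without the 6 h polysome library of replicate 2 the difference had an adjusted p of 0.141, 0.252 and 0.146 for citrate cycle, pyruvate and cysteine and methionine and 0.209 for the tricarboxylic acid cycle, whose rise in eIF2α.S52A cells then passed (adjusted p = 0.0379), as did those of citrate cycle, pyruvate and alanine, aspartate and glutamate genes (adjusted p = 0.00655, 0.00562 and 0.0371). The citrate cycle list also passed there without 0 h replicate 1 (adjusted p = 0.038), and cysteine and methionine had 0.0797 without 6 h replicate 1. Without WT 6 h replicate 1 the tricarboxylic acid cycle difference had an adjusted p of 0.0522. On leaving out any of the 4 libraries of WT cells, idh2, fum1, dld1 and glo1 lost their calls (adjusted p up to 0.127, 0.107, 0.119 and 0.16). Without WT 0 h replicate 1 aco1 had 0.062, and without WT 0 h replicate 2 uga1 had 0.0513. The study chose the KEGG lists on these libraries, so their directions are not independent evidence.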

Other pathways exclusively up-regulated in WT cells are related with very relevant metabolic processes, from the energy production point of view (citrate cycle and pyruvate metabolism), and also those related with the metabolism of certain amino acids (cysteine, methionine, alanine, aspartate, glutamate).

**Figure 6:**
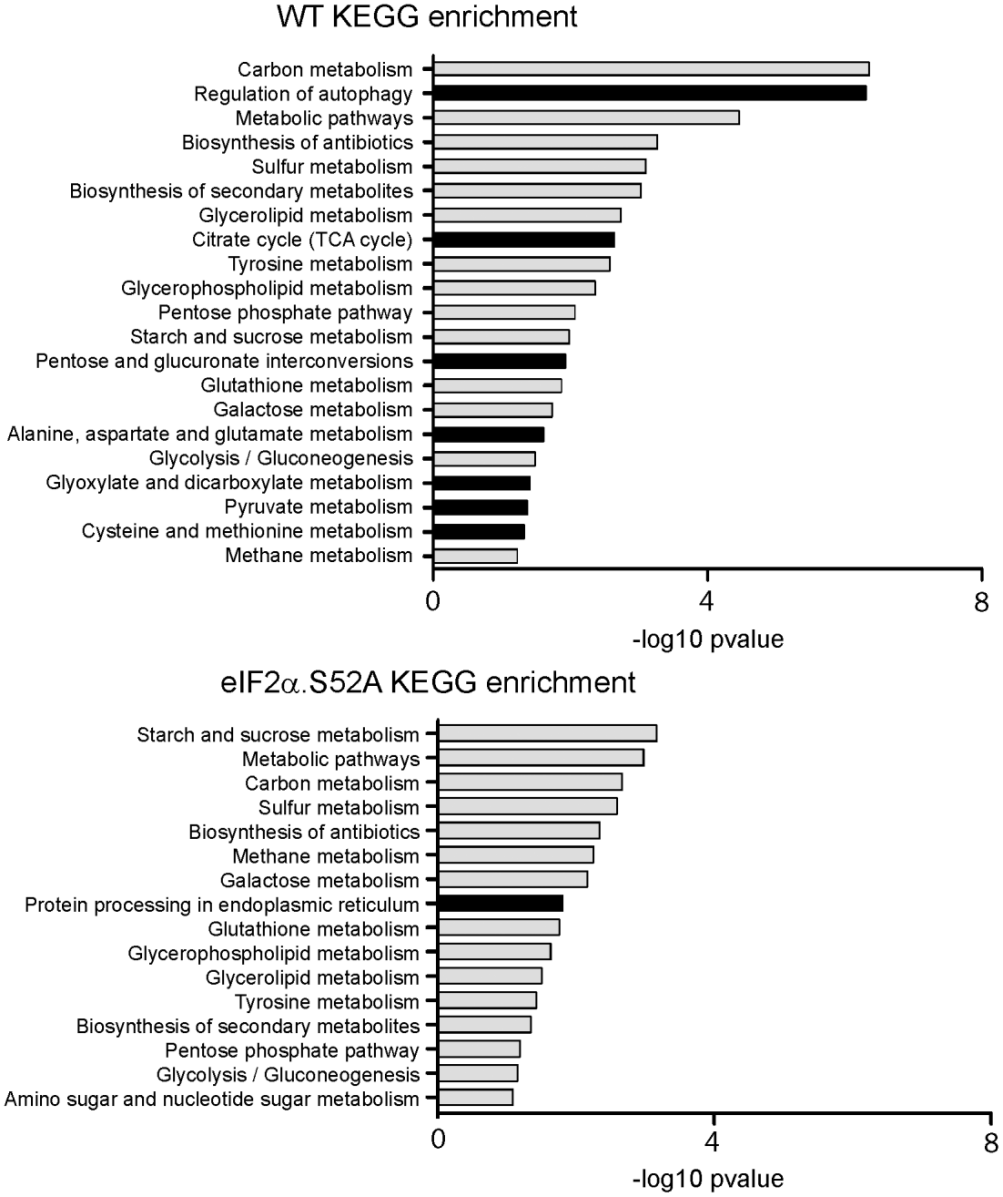
**KEGG analysis of RNA-Seq data.** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for up-regulated genes in wild type (WT) and eIF2α.S52A cells, according to RNA-Seq data. Dark bars denote categories enriched only in one type of cells.

Altogether, these results underline the relevance of specific translational control of gene expression by eIF2α phosphorylation in the adaptive response of cells to stress, and especially the increased translation of autophagy-related proteins during the period leading up to the stationary phase of growth, which could play a critical role on the aging process.

### The onset of autophagy is delayed in eIF2α.S52A cells

Our RNA-Seq results support the previously described relationship between autophagy and longevity, which establishes autophagy as a key determinant of cellular homeostasis maintenance, influencing lifespan and longevity (reviewed in [19, 20]). 

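Of 33 genes of the autophagy machinery, fixed from general knowledge of fission yeast, 16 rose and 0 fell in polysome fractions of WT cells (18 higher when adjusted over the list alone), and 32 of the 33 were above 0. Their median was 0.83 (camera, adjusted p = 8.13e-09, and adjusted p = 0.427 with an estimated correlation). atg17, a scaffold of the Atg1 kinase complex, rose by 2.08 (SE 0.35, adjusted p = 0.004), atg8, the ubiquitin-like protein of the autophagosome, by 1.44 (SE 0.31, adjusted p = 0.012), and atg14, a subunit of a phosphatidylinositol 3-kinase complex, by 1.40 (SE 0.33, adjusted p = 0.015). In eIF2α.S52A cells 1 rose and 0 fell (5 higher when adjusted over the list alone), with a median of 0.50 (adjusted p = 0.000476, and adjusted p = 0.602 with an estimated correlation). The gene that rose there was atg22, which exports amino acids from the vacuole (14.1 ± 4.63 to 31.5 ± 1.32 CPM, mean ± SD, n = 2, adjusted p = 0.025), and 5 rose with the replicate number as a block. No gene of the list passed the test of the difference between strains (edgeR), a test that recovered 2 of 100 simulated differences at 2-fold. The change was larger in WT cells for 25 of 33 genes, by a median of 0.31 (adjusted p = 0.000472, and adjusted p = 0.781 with an estimated correlation). At 6 h the list stood lower in polysome fractions of eIF2α.S52A cells than in those of WT cells by a median of −0.56, with 1 of 33 genes above 0 and 0 past the test (6 lower when adjusted over the list alone, adjusted p = 1.61e-08, and adjusted p = 0.672 with an estimated correlation). The median in eIF2α.S52A cells was 0.62 in replicate 1 and 0.35 in replicate 2. Without WT 0 h replicate 1, 0 h replicate 2 or 6 h replicate 2, atg14 had adjusted p of 0.0864, 0.0657 and 0.0797 and atg8 of 0.0621, 0.0745 and 0.0782. The difference between strains had an adjusted p of 0.0705 without eIF2α.S52A 0 h replicate 2, and atg22 had 0.162 and 0.123 without 0 h replicate 1 or 6 h replicate 1 of eIF2α.S52A cells. From the categories enriched in WT cells, the paper underlines translational control through eIF2α phosphorylation, above all of autophagy-related proteins, and proposes a role for it in aging.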

As seen in Supplementary Table 6 and Figure 6, the expression of autophagy-related genes was enriched in WT but not in eIF2α.S52A mutant cells. Thus, we considered the autophagy process as a good candidate to link eIF2α phosphorylation, translation and longevity. Autophagy activity was analyzed in cell cultures of both cell types entering stationary phase, using the cyan fluorescent protein (CFP)-Atg8 processing assay that is common in autophagy studies on fission yeast [21]. This assay is based on the fact that CFP-Atg8, which attaches to the inner membrane of the autophagosome, is delivered to the vacuole and processed upon induction of autophagy. As a consequence, a protease-resistant free CFP is generated that can be detected by western blot [22]. WT and eIF2α.S52A cells expressing an N-terminal CFP-tagged version of Atg8, were incubated for up to 24 h in rich media at 30° C (Figure 7A, 7B). In WT cells, we detected a free-CFP band after 8 h of growth, whereas appearance of this proteolytic product was delayed by about 4 h in eIF2α.S52A cells.

**Figure 7:**
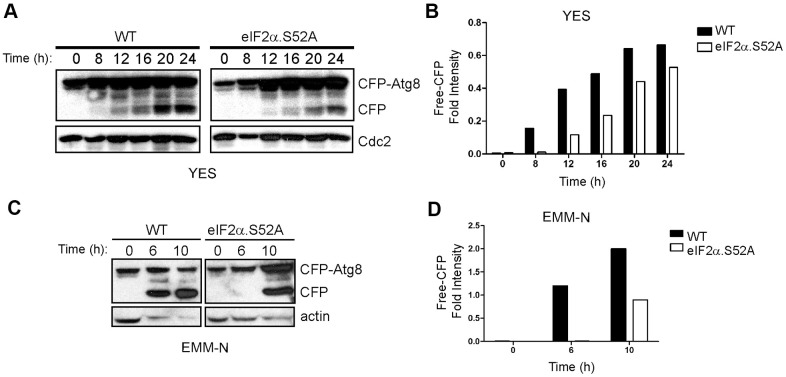
**Delay of autophagy onset in eIF2α.S52A cells during the aging process.** (**A**) WT and eIF2α.S52 values were normalized A cells expressing CFP-Atg8 were grown in YES medium and harvested at different time points. Cell extracts were analyzed by immunoblotting using antibodies against CFP and Cdc2 (loading control). (**B**) Quantitative analysis of CFP-Atg8 cleavage in panel (**A**). The intensity of CFP band was quantified and the values normalized using Cdc2 as loading control. (**C**, **D**) Similar experiments were performed with cells grown in minimal medium without nitrogen (EMM-N). Actin was used as loading control. Data information: (**A**–**D**) Shown results are representative of at least three independent experiments.

It is established that nitrogen depletion is a main inducer of autophagy in fission yeast [23]. Thus, in order to more accurately study the autophagy activity in both WT and eIF2α.S52A cells, a similar assay was performed in minimal medium without nitrogen (EMM-N). In this medium, nitrogen starvation occurs immediately in physiological synchrony, and autophagy should take place earlier than in YES medium. A CFP band had already appeared after 6 h of nitrogen starvation in WT cells and, again, a 4-hour delay was observed in eIF2α.S52A cells (Figure 7C, 7D), indicating an eIF2α phosphorylation-dependent onset of autophagy activity. These experiments demonstrate that autophagy is affected by the alteration in the translational initiation machinery and may be responsible for some of the effects in lifespan caused by eIF2α phosphorylation.

## DISCUSSION

Cell survival is enhanced by careful maintenance of proteostasis, including many mechanisms that are commonly established to reduce translation, such as TOR and the insulin-insulin like growth factor 1 inhibition pathways. Besides, another pathway which also reduces global translation rate in response to a variety of stresses and is considered the core of the integrated stress response (ISR), is phosphorylation of initiation factor 2 [8]. Considering entry into the stationary phase is not only fundamental to chronological aging but also is a stressful situation for the cell, here, we studied how phosphorylation of eIF2α affects cell longevity. eIF2α phosphorylation increased over time during the exponential growth phase, reaching a high level when cells entered the stationary phase. This is likely a consequence of the progressive deficit in essential nutrients which occurs as cells grow and deplete resources very quickly during exponential growth, given that eIF2α kinases are known to be activated under conditions of low glucose or nitrogen sources, such as NH_3_ or amino acids [9, 10]. Our analysis of chronological aging revealed a remarkable decrease of longevity in cells unable to significantly reduce global translation by phosphorylation of eIF2α. Given the dual function of eIF2α phosphorylation in the regulation of protein synthesis, its role in aging may be accomplished in two different but complementary ways: i) by reduction of global protein synthesis; and ii) by induction of gene-specific translation. Our results show that cells incapable of phosphorylating eIF2α presented higher levels of general protein synthesis than WT cells during exponential phase growth. However, protein synthesis decreased in both types of cells after 10 h of growth, coincident with the reduction of the growth rate as a sign of the entry into stationary phase. These results suggest that a decrease of translation by eIF2α phosphorylation while cells are actively dividing could have a positive effect on cell lifespan. However, once the cells decreased their metabolism in preparation for stationary phase, global translation rate was reduced in an eIF2α phosphorylation-independent manner.

The evident correlation between the reduction of global translation mediated by eIF2α phosphorylation and extended lifespan is supported by aging assays performed under conditions that slowed cell metabolism, including growth in low-glucose medium or at a sub-optimal growth temperature. In both situations, the sharp reduction of protein synthesis resulted in an increase of cell longevity, suggesting that a decrease in global translation during the exponential phase is important to allow fast-growing cells to reign in their nutrient usage and prepare for survival during the stationary phase.

An alternative explanation could be that the slow general metabolism, including protein synthesis, of cells growing in these conditions makes possible a better adaptation (i.e. protein homeostasis) in which eIF2α phosphorylation-dependent reprogramming of gene expression results less critical.

The mechanisms leading to translation reduction in these conditions remain (mechanisms) to be elucidated. One signaling pathway proposed to increase chronological lifespan in fission yeast by caloric restriction has been the TOR pathway through Sck2 (homolog to Sch9 in *S. cerevisiae* or S6K in mammals) regulation [14, 24]. Moreover, we cannot discard alternative translational regulation of CLS by activation of specific pathways. For instance, the cAMP/PKA pathway is activated when cells detect lack of glucose in the medium, promoting expression of specific genes involved in the stress response as well as in the adaptive response to oxidative stress that enhances CLS in a Sty1-dependent manner [15]. Altogether, these mechanisms may be responsible for the lifespan extension observed under low glucose conditions in cells lacking the ability to phosphorylate eIF2α. Moreover, a trend has been described for lower temperature being associated with longer lifespan [25]. Previous studies in different organisms support this approach (reviewed in [26]); however, the mechanisms which regulate this response still remain unknown. The complementary trend, that organisms age faster at higher temperatures [27] is supported by our results in faster-growing cells at 35° C [13], presenting accelerated translation rates and consequently, a reduced lifespan. In this case, the general fast metabolism, including protein synthesis, may negatively affect the establishment of adaptation mechanisms, promoting irreversible changes in cell homeostasis, in general, and specifically in proteostasis, that finally lead to premature aging.

To further confirm the causality between translation rate and aging, we performed longevity assays in the presence of sublethal concentrations of specific inhibitors of protein synthesis (CHX and ANS), reversing the longevity deficiency of eIF2α.S52A cells resulting in a lifespan similar to that of WT cells in normal conditions. Moreover, these only had a positive effect on lifespan when applied during the exponential growth phase. Our results confirm a mechanism where reduction of translation during exponential growth has a positive effect in longevity several days after. Perhaps, some irreversible changes happen when translation is not tuned down, producing aging signal or non-reparable damage in the cell.

Protein synthesis decreased in both types of cells when they entered stationary phase, independently of eIF2α phosphorylation. This period coincided with an increase in intracellular ROS levels, which reached maximum levels at the beginning of the stationary phase, as described before [16]. Again, no significant differences were observed between WT and eIF2α.S52A cells. A recent study has described that the oxidative stress response associated with protein synthesis is mainly regulated by phosphorylation of eukaryotic elongation factor 2 (eEF2) [28]. In this case, we could hypothesize that an accumulation of ROS species promotes a down-regulation of translation mediated by eEF2. A progressive decrease of glucose concentration in the extracellular medium was observed during the exponential phase, reaching almost undetectable levels upon entry into stationary phase. No differences in glucose consumption were detected between WT and mutant cells, and it is known that low glucose concentrations can lead to activation of nutrient-sensing translation regulation mechanisms [15, 29]. Our results indicate that these mechanisms are independent of eIF2α phosphorylation and therefore are not responsible for the early aging phenotype of eIF2α.S52A cells.

All these results establish a window of opportunity to affect chronological aging in fission yeast prior to entry into stationary phase, and demonstrate that the effect on proteostasis mediated by eIF2α phosphorylation meets the requirements of the “hallmarks of aging” described previously [30].

Simultaneously to a decline in global protein synthesis, selected mRNAs encoding proteins required for cellular maintenance, repair and turnover pathways showed an increase in translation upon eIF2α phosphorylation. Many studies have shown a correlation between enhanced lifespan and overproduction of specific mRNAs. Moreover, it has been demonstrated that the changes of age-related proteins detected at the proteome level are caused by post-transcriptional mechanisms, including selective translation, since the expression of 77% of the age-associated proteins were not linked to expression of the corresponding transcripts [31].

The best-studied examples of genes selectively translated in an eIF2α phosphorylation-dependent manner are *ATF4* in mammals and *GCN4* in budding yeast. Translation of both genes is up-regulated by eIF2α phosphorylation, which then promote transcription of genes involved in the stress response. The fission yeast *S. pombe* lacks *ATF4* and *GCN4* orthologs, although similar regulation of expression of *fil1* has been recently described, which is responsible for transcription of other genes involved in the general amino acid response [32]. An RNA-Seq analysis was performed with the aim of studying the effect of the eIF2α phosphorylation during the early stages of cell growth and its implications in the aging process. Our results showed that those genes upregulated in eIF2α phosphorylation-competent cells were enriched mainly in Gene Ontology categories related to autophagy, catabolic processes and response to toxic substances and stimuli. These results are consistent with the fact that phosphorylation of eIF2 is one of the main responses to various stresses. Furthermore, in catabolic processes, the cell obtains energy through degradation systems such as autophagy. The RNA-Seq results also showed a down-regulation of categories related to ribosome subunit biogenesis or translation, consistent with the reduction of global translation rate in the presence of eIF2α phosphorylation. Among the up-regulated genes related to autophagy activity, *atg1*, *atg2* and *atg7* have been described to be required for extended lifespan [33]. These results support our hypothesis of a relationship between autophagy and eIF2α phosphorylation, as well as its positive role in cell lifespan. This idea reconciles, at least in part, a previous report by Tyler’s group where GCN4-dependent induction of autophagy during global shutdown of protein synthesis could be an unifying molecular mechanism for many interventions that extend replicative lifespan in budding yeast [34]. Moreover, our RNA-Seq analysis shows very similar results of translational gene expression activation between eIF2α phosphorylation and *fil1* (a downstream effector of eIF2α kinases in *S. pombe*) translation [32]. 

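atg1 (SPCC63.08c), the kinase that starts autophagy, rose in polysome fractions of WT cells from 28.7 ± 3.72 to 54.4 ± 1.88 CPM (mean ± SD, n = 2; log2 change 0.93, SE 0.21, adjusted p = 0.014). In eIF2α.S52A cells it went from 27.3 ± 3.25 to 31.4 ± 1.25 CPM (0.21, adjusted p = 0.613). atg2 (SPBC31E1.01c) rose in WT cells from 6.68 ± 0.0243 to 17.1 ± 3.52 CPM (1.36, SE 0.24, adjusted p = 0.0054), and in eIF2α.S52A cells it went from 6.98 ± 0.811 to 10.8 ± 0.798 CPM (0.63, adjusted p = 0.154). atg7 (SPBC6B1.05c), the activating enzyme of Atg8 and Atg12, went from 25.0 ± 6.7 to 44.5 ± 3.77 CPM in WT cells (0.84, SE 0.30, adjusted p = 0.072), and from 29.2 ± 4.02 to 37.5 ± 16.7 CPM in eIF2α.S52A cells (0.36, adjusted p = 0.50). atg8 (SPBP8B7.24c) stood at 42.9 ± 3.76 and 116.3 ± 22.9 CPM in WT cells and at 44.4 ± 6.53 and 51.6 ± 5.39 CPM in eIF2α.S52A cells. The change was larger in WT cells by 0.72 for atg1, 0.73 for atg2 and 0.48 for atg7, with adjusted p of 0.848, 0.848 and 0.905 for the difference between strains. The call of atg1 was lost on leaving out any of the 4 polysome libraries of WT cells (adjusted p from 0.0551 to 0.0979), and that of atg2 kept an adjusted p of at most 0.045. With the replicate number as a block, atg7 passed in WT cells (0.86, adjusted p = 0.0175), and without eIF2α.S52A 6 h replicate 1 its change in eIF2α.S52A cells was −0.18.

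**Figure D2:**
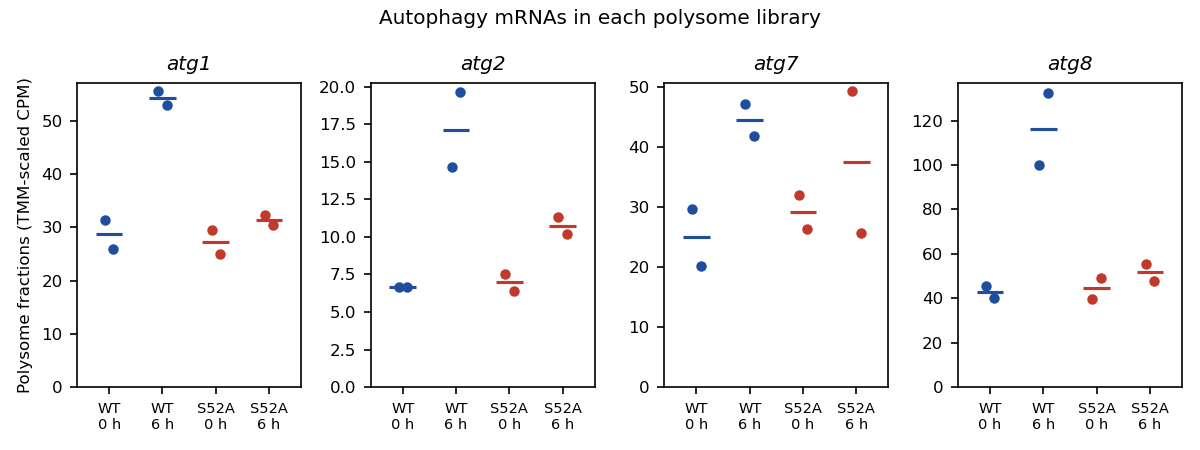
CPM scaled by TMM (vertical axis) of atg1, atg2, atg7 and atg8 in polysome fractions of WT and eIF2α.S52A cells at 0 h and 6 h. Points are the 2 replicates and lines their means, which for atg8 at 6 h are 116.3 in WT cells and 51.6 in eIF2α.S52A cells.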

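fil1 (SPCC1393.08), the transcription factor translated upon eIF2α phosphorylation, went from 136 ± 32.6 to 183.5 ± 4.28 CPM in polysome fractions of WT cells (mean ± SD, n = 2; log2 change 0.43, SE 0.26, adjusted p = 0.272). In eIF2α.S52A cells SPCC1393.08 went from 124.7 ± 17.7 to 95.0 ± 25.7 CPM (−0.39, SE 0.27, adjusted p = 0.397). The difference between the changes of SPCC1393.08 was 0.82 (SE 0.37, adjusted p = 0.848 from edgeR), and its TE change in WT cells was 0.20 (adjusted p = 1.0). At 6 h it stood lower in eIF2α.S52A cells by −0.95 (adjusted p = 0.102). With scaling by library size alone the change in WT cells was 0.95 (adjusted p = 0.0144) and that in eIF2α.S52A cells turned to 0.20 (adjusted p = 0.552). That setting shifted the median of all genes by 0.508 in WT cells and 0.588 in eIF2α.S52A cells, so these values include a shift common to all genes. Of 52 genes of amino acid biosynthesis, a group under the control of this pathway, 5 rose and 3 fell in polysome fractions of WT cells (5 and 3 when adjusted over the list alone, camera adjusted p = 0.766). Their median there was −0.09 and their mean 0.07, of opposite sign, with 23 of 52 genes above 0. In eIF2α.S52A cells 3 rose and 1 fell (3 and 2 when adjusted over the list alone), with a median of −0.29, a mean of −0.11 and an adjusted p of 0.105. With a block, 8 rose and 5 fell in WT cells and 4 rose and 4 fell in eIF2α.S52A cells. Glutamine synthetase gln1 fell in both WT cells (−1.96, SE 0.49, adjusted p = 0.018) and eIF2α.S52A cells (−1.88, SE 0.48, adjusted p = 0.041). The list passed in eIF2α.S52A cells without 0 h replicate 2 (adjusted p = 0.0339) or 6 h replicate 2 (adjusted p = 0.0334). In WT cells its direction turned without 0 h replicate 2 (adjusted p = 0.727). gln1 had an adjusted p of 0.151 and 0.15 without WT 0 h replicate 1 or 6 h replicate 2, and of 0.277, 0.216 and 0.0605 without eIF2α.S52A 0 h replicate 1, 6 h replicate 1 or 6 h replicate 2.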

Other up-regulated genes are involved in the cAMP/PKA nutrient signaling pathway, such as *pcr1* or *git5*, which, together with autophagy, is one of the main pathways that plays an important role in aging.

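pcr1 (SPAC21E11.03c), a bZIP transcription factor that works with Atf1, rose in polysome fractions of WT cells from 13.7 ± 3.59 to 27.2 ± 7.53 CPM (mean ± SD, n = 2; log2 change 0.98, SE 0.30, adjusted p = 0.043). In eIF2α.S52A cells pcr1 went from 12.4 ± 3.38 to 20.1 ± 3 CPM (0.68, SE 0.31, adjusted p = 0.204), and the strains differed by 0.30 (adjusted p = 0.962). git5 (SPBC32H8.07), the beta subunit of the G protein of glucose sensing, went from 8.66 ± 0.381 to 17.1 ± 1.08 CPM in WT cells (0.98, SE 0.33, adjusted p = 0.0595) and from 6.5 ± 1.97 to 10.7 ± 1.05 CPM in eIF2α.S52A cells (0.70, adjusted p = 0.239). Of 17 genes of the cAMP/PKA pathway, 3 rose and 0 fell in polysome fractions of WT cells (5 and 1 when adjusted over the list alone, median 0.34, camera adjusted p = 0.0861). In eIF2α.S52A cells 1 rose and 0 fell (3 higher when adjusted over the list alone, median 0.68, 0.85 in replicate 1 and 0.47 in replicate 2, adjusted p = 0.0273, 0.0845 and 0.161 without 0 h replicate 2 or 6 h replicate 1, and adjusted p = 0.592 with an estimated correlation). The block gave 6 that rose in WT cells and 3 in eIF2α.S52A cells. pka1, the catalytic subunit of protein kinase A, rose by 1.23 in WT cells (SE 0.34, adjusted p = 0.027). pcr1 had an adjusted p of 0.214, 0.0695 and 0.235 without WT 0 h replicate 1, 0 h replicate 2 or 6 h replicate 2, and pka1 lost its call on leaving out any of the 4 libraries (up to 0.161). With the replicate number as a block, git5 passed in WT cells (0.99, adjusted p = 0.0353), as it did with DESeq2 (0.98, adjusted p = 0.0339).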

Maintenance of cellular proteostasis depends not only on protein synthesis but also on degradation systems. In this context, autophagy clears damaged organelles, misfolded proteins and aggregates which accumulate as cells age. Many nutrient-sensing longevity-associated pathways, like TOR and IGF-1 inhibition, require autophagy components in order to confer longevity [35]. Moreover, the ISR can regulate cell survival through activation of autophagy [8]. However, precise mechanisms by which eIF2α phosphorylation contributes to autophagy induction are still poorly understood, although it has been reported that the eIF2α/ATF4 pathway is essential for stress-induced autophagy gene expression [36]. We demonstrated that cells present a delay in onset of the autophagy process in the absence of eIF2α phosphorylation. Indeed, previous studies have demonstrated that the absence of eIF2α phosphorylation and the delayed onset of autophagy correlate with the delayed entry into the G1 phase induced by ammonium deprivation in *S. pombe* [10], which in turn may be relevant for cell longevity.

In conclusion, the results obtained in this work provide a new framework for regulation of cellular aging mediated by phosphorylation of eIF2α. On one hand, a reduced global protein synthesis rate caused by this phosphorylation leads the cell to improve efficiency of energy utilization as well as to avoid the overloading of protein folding and degradation systems in order to maintain cellular proteostasis. On the other hand, eIF2α phosphorylation favors translation of selected genes involved in stress response pathways or in activation of other aging-related processes, such as autophagy. The role played by some of these genes in cellular lifespan should be subjected to future investigation. Both effects of eIF2α are not mutually exclusive, occurring dynamically in the cells for the promotion of cellular longevity. In fact, our results suggest that events that take place during the exponential phase of growth promote the phosphorylation of eIF2α, leading to both a reduction in global translation and an increase in specific gene expression, which result critical for lifespan extension.

## MATERIALS AND METHODS

### Yeast strains and growth conditions

The *S. pombe* strains used in this study are listed in Table 1. Yeast growth media and general methods were as described previously [37]. Cells were grown at 30° C in rich medium with supplements (YES, Formedium) or in Edinburgh minimal medium (EMM). For growth under glucose starvation conditions, cells were pre-cultured in rich medium containing 3% glucose (YES), and then transferred to the same medium containing 0.1% glucose.

**Table 1:** *S. pombe* strains.

**Name**	**Genotype**	**Source**
WT	*972 h^-^*	Paul Nurse
eIF2α.S52A	*eIF2alfa.S52A:Ura4 ura4-D18 h^-^*	E. Boye
Hri1Δ	*hri1::ura4^+^ ura4-D18 h^+^*	S. Moreno
Hri2Δ	*hri2:: ura4^+^ ura4-D18 h^+^*	S. Moreno
Gnc2Δ	*gcn2::ura4^+^ ura4-D18 h^-^*	S. Moreno
Hri1Δ Hri2Δ	*hri1::ura4^+^ hri2::ura4^+^ ura4-D18 h^-^*	J.J. Berlanga
Hri1Δ Gcn2Δ	*hri1::ura4^+^ gcn2::ura4^+^ ura4-D18 h^-^*	J.J. Berlanga
Hri2Δ Gcn2Δ	*hri2::ura4^+^ gcn2::ura4^+^ ura4-D18 h^+^*	J.J. Berlanga
Hri1Δ Hri2Δ Gcn2Δ	*hri1::ura4^+^ hri2::ura4^+^ gcn2::ura4^+^ ura4-D18 h^+^*	J.J. Berlanga
Wis1DD	*wis1DD:12myc:Ura4 leu1-32 ura4-D18 h^-^*	P. Russell
Wis1DD S52A	*eIF2alfa.S52A:Ura4 wis1DD:12myc:Ura4 ura4-D18 leu1-32 h^-^*	This study
Rsv2	*rsv2::kan^R^ leu1+ ura4^+^ ade6^+^* *h^-^*	This study
WT atg8:CFP	*CFP-atg8::leu1 leu1^+^ ura4^+^ h^-^*	Li Lin Du
Rsv2 atg8:CFP	*CFP-atg8::leu1 rsv2::Kan^R^ leu1^+^ ura4^+^*	This study
eIF2α.S52A:CFP	*CFP-atg8::leu1 eIF2α.S52A:Ura4 leu1^+^ ura4^+^ h^-^*	This study
WT pLB-DBlet	*972 leu1-32 ura4-D18 + pLB-Dblet*	This study
WT prsv2	*972 leu1-32 ura4-D18 + pLB-Dblet rsv2*	This study
S52A pLB-DBlet	*eIF2α.S52A:Ura4 leu1-32 ura4-D18 + pLB-Dblet*	This study
S52A prsv2	*eIF2α.S52A:Ura4 leu1-32 ura4-D18 + pLB-Dblet rsv2*	This study
Rsv2Δ pLB-DBlet	*rsv2::kan^R^ leu1^-^ ura4^+^ ade6^+^ + pLB-Dblet*	This study
Rsv2Δ prsv2	*rsv2::kan^R^ leu1^-^ ura4^+^ ade6^+^ + pLB-Dblet rsv2*	This study

### Stationary phase conditions and survival assays

Fission yeast cells were grown at 30° C in YES medium until they reached late stationary phase (OD_550_ = 5-9, approximately) depending on the strains and growth conditions. Identical numbers of cells from cultures at exponential phase (OD_550_ = 0.5-1) or several days after reaching stationary phase, were inoculated into the first column of a 96-well plate. Serial dilutions (1/5) were prepared across the 96-well plate, then spotted on duplicate YES agar plates using a 48-pin tool (VP 407 AH from VP Scientific). Plates were incubated for 2-3 days at 30° C.

### Electrophoresis and immunoblotting

Protein extracts (100 μg) were separated by sodium dodecyl sulfate polyacrylamide (40% acrylamide/bis 19:1, BioRad) gel electrophoresis (SDS-PAGE) and transferred onto polyvinylidene difluoride (PVDF) membranes (Immobilon-P; Millipore). For immunoblots, the antibodies used at a 1/1000 dilution were rabbit anti-eIF2α (Santa Cruz), rabbit anti-eIF2α-P (Cell Signaling), mouse anti-cdc2 (Abcam), mouse anti-actin (MP Biomedicals) or mouse anti-GFP (Roche), followed by anti-rabbit or anti-mouse secondary antibodies conjugated to horseradish peroxidase (Promega), used at a 1/5000 dilution. After extensive washing, the immunoreactive bands were detected using the Immobilon Crescendo Western HRP substrate (Millipore).

### Separation of polysomal RNA by sedimentation centrifugation and total RNA extraction

Cells in exponential growth phase (OD_550_ = 0.5-1) were processed and loaded onto sucrose gradients as described in [38], without adding heparin. Gradients were centrifuged in a Beckman SW40 rotor at 39000 rpm for 135 min at 4° C and fractionated in an ISCO Density Gradient Fractionator while monitoring absorbance at 254 nm. RNA was isolated from polysomal fractions by treatment with 1 volume of phenol:chloroform:isoamyl alcohol (25:24:1). After centrifugation, the aqueous phase was washed with chloroform and RNA was precipitated with 1 volume of isopropanol and 0.1 volumes of 3 M sodium acetate at -20° C overnight, washed with 70% ethanol and resuspended in RNase free water. For total RNA extraction, 10 ml of exponential growth phase (OD_550_ = 0.5-1) yeast culture was harvested and processed as described in [38].

### Metabolic labeling of proteins

Yeast cells in the exponential growth phase (OD_550_ = 0.5-1; about 10^6^-10^7^ cells) were pelleted (3000 x g for 5 min at room temperature) and resuspended in 500 μl of YES medium. Then, cells were pulsed for 15-20 min with 2 μl of 10 mCi/ml [^35^S]-Met/Cys (ProMix, Amersham) at 30° C. After centrifugation (14000 x g for 1 min) at 4° C, cells were resuspended in cell lysis buffer (PBS containing 1% Triton X-100; 0.1% SDS; 1 mM PMSF (Phenylmethylsulfonyl fluoride)/Complete^TM^ Mini EDTA-free Protease Inhibitor Cocktail, Roche) and disrupted with glass beads for 15 min in a vortex. Cell extracts were centrifuged at 4° C for 20 min at 14000 x g. Proteins were analyzed by 10% SDS-PAGE, fixed in 7.5% acetic acid/25% ethanol for 15 min and stained with Coomassie staining solution (50% methanol; 0.1 Coomassie Blue G-250; 7% acetic acid) for 30 min at room temperature. Finally, gels were subjected to fluorography in 1 M salicylate for 45 min, dried and exposed to x-ray film (Agfa Curix RP2 Plus films).

### Measurement of glucose concentration in the extracellular culture media

In order to measure the glucose concentration of cell culture supernatants, 1 ml samples of growing cultures were harvested at different times during exponential growth phase and after reaching stationary phase, pelleted and the supernatant stored at -70° C. Glucose measurement was carried out employing a commercial spectrophotometric assay kit (Cromatest®, Linear Chemicals).

### Measurement of intracellular H_2_O_2_ levels

Relative intracellular peroxide levels were analyzed using the redox-sensitive fluorescent probe 2′, 5′-dichlorofluorescein diacetate (DCFH-DA, Molecular Probes), which produces green fluorescence in the presence of H_2_O_2_ in both living and dead cells. In order to distinguish living from dead cells, propidium iodide (PI) was used as a secondary indicator dye. 1 ml of cells growing in rich medium was harvested at different times and incubated with 10 μg/ml DCFH-DA for 40 min at 30° C. Cells were centrifuged at 14000 x g and washed twice with citrate buffer (50 mM sodium citrate, pH 7.0). The pellets were then resuspended in an appropriate volume of citrate buffer containing 10 μg/ml PI. Peroxide steady-state levels and cell viability were then analyzed by flow cytometry. PI was monitored in channel FL3 (red fluorescence-detecting), whereas DCFH-DA was monitored in channel FL1 (green fluorescence-detecting) in a FACS Canto A (Becton Dickinson) cytometer. Only cells negative for PI staining were analyzed for DCFH-DA-dependent green fluorescence. A total of 10000 PI-negative cells were analyzed for each strain and experimental condition. The flow cytometry data were further analyzed using FlowJo V10 software.

### CFP-Atg8 processing autophagy assay

For nitrogen deprivation experiments, cell cultures were shifted from growth medium (EMM) to a nitrogen-free medium (EMM-N). For aging experiments, cells were grown in rich medium (YES). Cell lysates were prepared in lysis buffer (8 M urea; 100 mM NaH_2_PO_4_; 50 mM Tris-HCl pH 8.0) and resolved by 10% SDS-PAGE and immunoblotted with an anti-GFP antibody (1/1000 dilution, Roche).

### RNA-Sequence analysis

A total of 16 RNA samples were prepared for deep sequencing (RNA-Seq) by a specialized company (Macrogen). For library construction, total and polysomal RNA was extracted. After passing quality control, samples were processed for library construction. The sequencing library was prepared by random fragmentation of the cDNA sample, followed by 5′ and 3′ adapter ligations. The library kit used was TruSeq Stranded mRNA LT Sample Prep kit (Illumina) following the TruSeq Stranded mRNA Sample Preparation Guide, Part #15031047 Rev. E. RNA-Seq was carried out on an Illumina HiSeq 2500 platform. Paired-end reads were sequenced with a length of 100 nucleotides and FASTQ raw data were generated utilizing Illumina package bcl2fastq (v1.8.4). Raw reads, in FASTQ format, were quality checked with FASTQC [39]. For each sample, paired-end reads were aligned against *S. pombe* genome (ASM294v2 Ensembl fungi release 35) and sorted by coordinate position with STAR [40]. Alignment files (BAM) were indexed with SAMtools [41] and visualized with Integrative Genomics Viewer (IGV) [42, 43]. Aligned reads were assigned to *S. pombe* genes with function QC from QoRTs software package [44], using default parameters for paired-end and strand-specific sequences. Normalization of read counts and differential expression analysis were carried out with bioconductor package DESeq2 [45] using default parameters. A table containing both raw and normalized counts, log fold-changes, p values, adjusted p values and functional descriptions for each gene was prepared and sent to FIESTA Viewer [46] to perform additional filters.

For further analysis, only genes with p<0.05 were considered to perform a functional enrichment analysis based on KEGG [47] and “biological process” terms from Gene Ontology [48].

### Data availability

The RNA-Seq data from this publication have been deposited to the GEO and assigned the identifier GSE155256.

## Supplementary Material

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Supplementary Table 8

Supplementary Table 9

Supplementary Table 10

Supplementary Table 11

# Supplementary material for: Translational control of gene expression by eIF2 modulates proteostasis and extends lifespan
**Source:** Aging (Albany NY). 2021 Apr 26;13(8):10989–1009. doi: 10.18632/aging.203018
**Supplement:** Supplementary Figures

SUPPLEMENTARY FIGURES

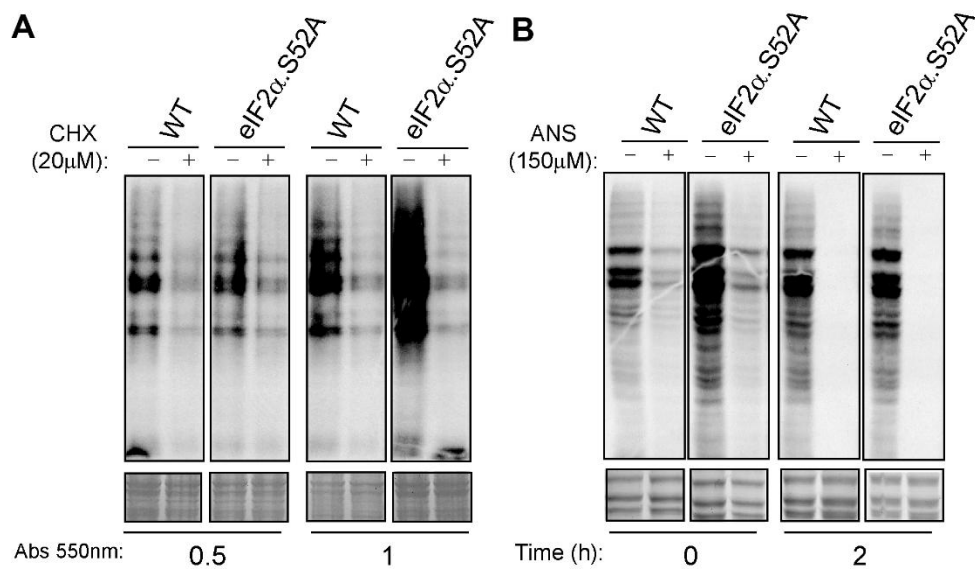

Supplementary Figure 1. Down-regulation of translation by specific inhibitors of protein synthesis. (A, B) Metabolic labelling of wild type (WT) and eIF2α.S52A cells grown in YES medium containing (A) 20 μM cycloheximide (CHX) or (B) 150 μM anisomycin (ANS) prior to labelling. Cells were cultivated to exponential growth phase ($OD_{550} = 0.5$, time 0 h) or later time points, labelled for 10 min and harvested. Labelled proteins present in cell extracts were visualized by autoradiography after SDS-PAGE separation (top panel). Coomassie staining shows the total protein levels loaded in each lane (bottom panel). Data information: (A, B) Shown are the results of an experiment of at least three independent experiments with similar results.

A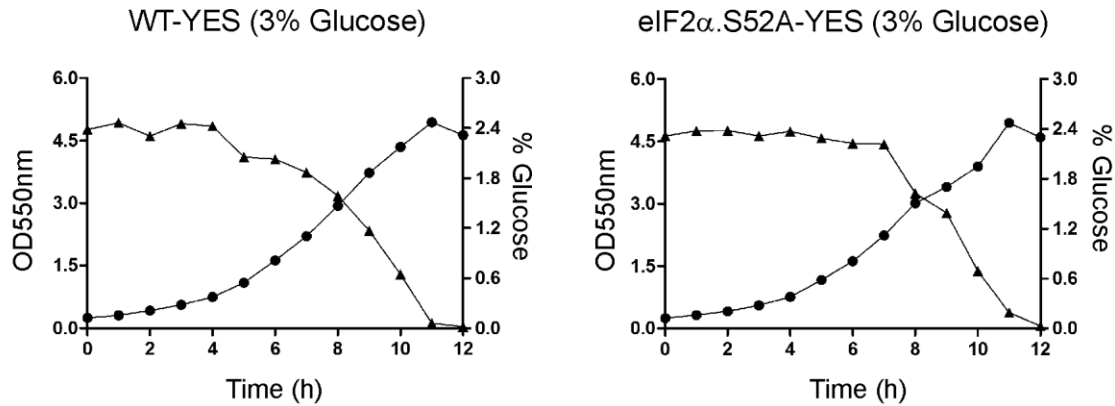**B**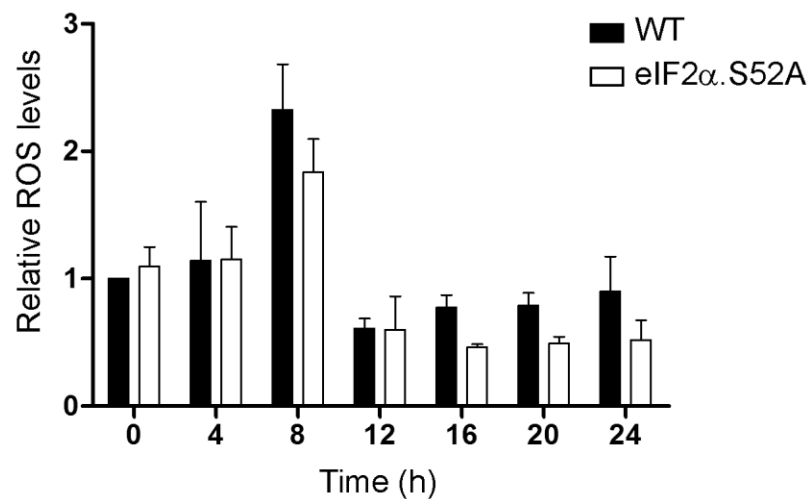

Supplementary Figure 2. Glucose consumption and intracellular ROS concentration are not altered in *eIF2α.S52A* cells during growth. (A) Growth curve (OD at 550 nm) and glucose consumption of wild type (WT) and *eIF2α.S52A* cells. Both strains were grown in YES medium and optical density (circles) and % of glucose in the extracellular medium (triangles) were measured during exponential growth phase. (B) Intracellular ROS levels of WT and *eIF2α.S52A* cells. Both strains cells growing in YES medium during exponential phase (0-10 h) and beyond (up to 24 h) were incubated with DCFH-DA and H_2O_2 levels were measured by flow cytometry. Error bars indicate the standard deviation (SD) of four independent experiments. No statistically significant differences were found at any time point.

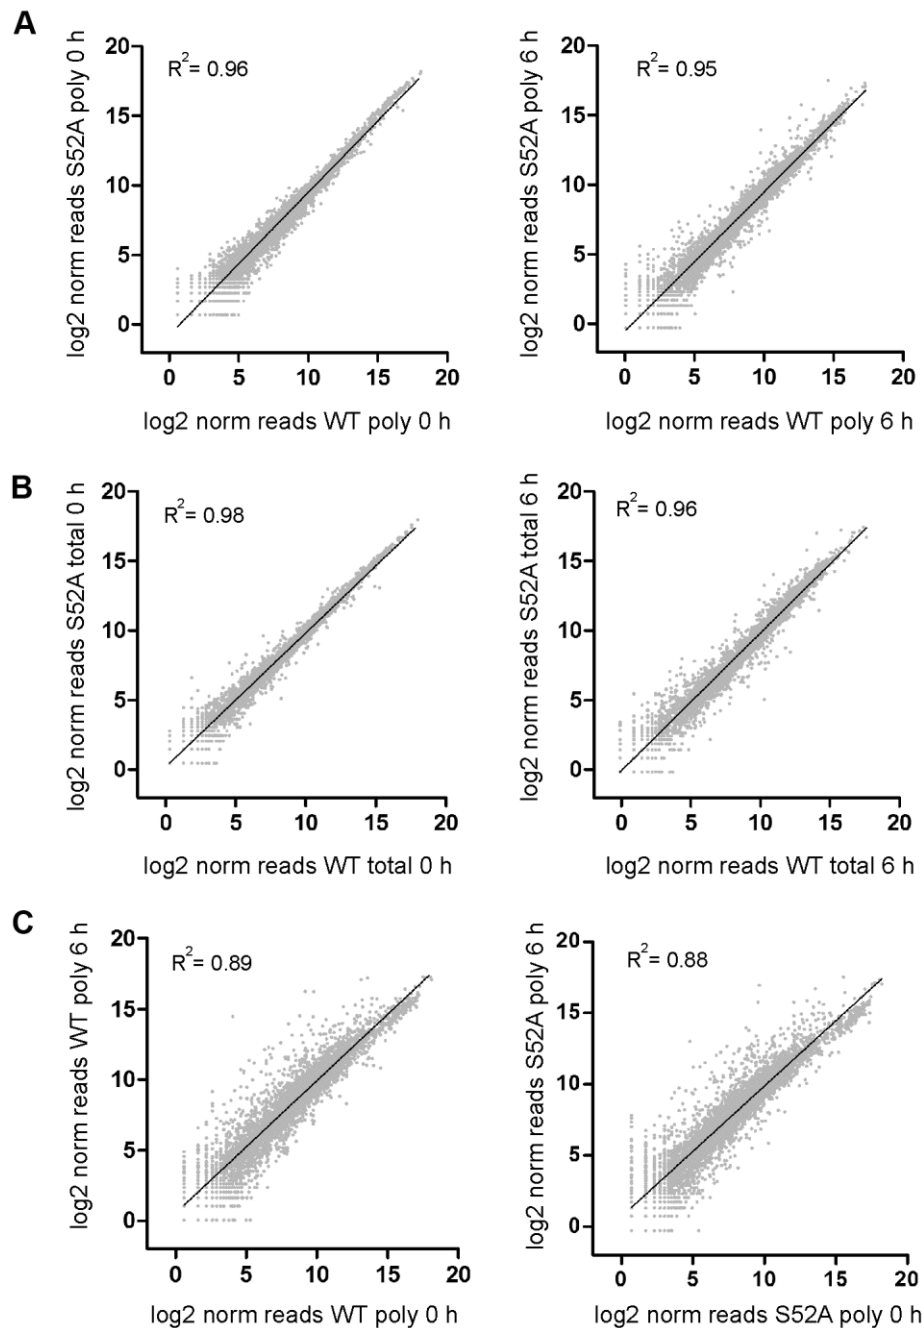

Supplementary Figure 3. Deep sequencing of wild type and eIF2 α .S52A of total and polysomal mRNAs during the pre-stationary growth phase. (A) Scatter plots comparing mRNA levels from polysome (poly) fractions of wild type (WT) and eIF2 α .S52A (S52A) cells growing exponentially (0 h) or after 6 h of growth in YES medium. (B) Same as in (A), but for the comparison between total mRNA levels in WT and eIF2 α .S52A cells. (C) Same as in (A), but for the comparison between mRNA levels from polysome fractions of exponentially growing cells and after 6 h of growth in WT and eIF2 α .S52A strains. Data information: (A–C) All data have been normalized to reads. The results of a single experiment are shown. Data information: (A–C) The best fitting line of the data is shown.

How the deposited data were processed for this re-analysis (not part of the article)

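Total mRNA and polysome fractions of fission yeast were sequenced from WT and eIF2α.S52A cells at 0 h and 6 h of growth, in 16 libraries that make 8 groups of 2 replicates. The labels place the replicates in 2 separate experiments, and the same replicate number in different groups marks the same experiment. The authors made stranded libraries from poly(A) RNA and aligned and sorted the paired reads with STAR, using the assembly ASM294v2. They indexed the alignments with SAMtools and counted reads per gene and strand with QoRTs, as their methods and the submitters' processing notes state. The deposited raw counts are whole-number counts of reads per gene, not normalized by the authors. The deposited normalized values, a signal per gene and library, are these counts after the authors divided them by size factors of DESeq2. The normalized values of each library were compared with the raw counts here: the factor of a library was the mean of the inverse size factors from 2 fits of 4 libraries each, within 1.6e-08. Versions of these tools are not given in the sources used here.

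The table holds 7014 genes, of which 1535 are non-coding RNAs. Of the identifiers, 6846 match a locus tag of the RefSeq annotation of ASM294v3, another assembly than the one the authors used, so no coordinates are given and that annotation served for 5′-leaders and for which genes are neighbours. Genes were kept by edgeR's filterByExpr over the groups, which left 6170: 5029 mostly protein-coding genes, 1079 non-coding RNAs, 24 rRNAs, 29 snRNAs or snoRNAs, 7 mitochondrial genes and 2 tRNAs. Reads of near-identical copies, such as the paired genes of many ribosomal proteins and the wtf and Tf2 families, could be split or lost in the authors' counting, so values of these genes are uncertain. Counting was by strand, so antisense RNAs were counted apart from the genes they overlap.

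Counts were scaled by TMM (factors from 0.434 to 1.69) and tested with edgeR's quasi-likelihood F-test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) in 1 model of the 8 groups, with 8 residual and 4.1 prior degrees of freedom and a common dispersion of 0.0585. The 13 comparisons were the change from 0 h to 6 h in polysome fractions, in total mRNA and in TE in each strain, the 3 differences of these changes between strains, and the 4 comparisons of the strains at 0 h and 6 h in each fraction. p-values were adjusted by Benjamini-Hochberg over the genes tested, and a gene was called at an adjusted p under 0.05. Adjusted p-values without a tool named are from this test, or from camera where a gene list is tested. Mean log2 CPM were made with a prior count of 1.

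Genes are named by a rule: every gene the paper names, the 10 largest rises and the 10 largest falls of a comparison among called genes with a mean log2 CPM of at least 2 and the same direction in both replicates, up to 4 members of each gene list with the largest called change, and the first 10 genes of Supplementary Table 9. Values in the paper's tables had been read when the rule was written. Where a count of 5 or fewer is broken down or a gene is singled out beyond this rule, it was chosen after its values were seen. The samples, the comparisons, this rule, 26 gene lists and the alternatives were fixed before the data were examined. The lists are autophagy machinery, vacuolar proteases and hydrolases, eIF2 kinases with eIF2 and eIF2B subunits, translation initiation factors, cytosolic ribosomal proteins, ribosome biogenesis factors, mitochondrial ribosomal proteins, amino acid biosynthesis, the core environmental stress response, heat shock proteins and chaperones, the tricarboxylic acid cycle, oxidative phosphorylation, mitochondrially encoded genes, glycolysis, glucose-repressed genes, trehalose and reserve metabolism, the cAMP/PKA pathway, nitrogen starvation and mating, the proteasome, cell cycle and DNA replication, histones, iron, zinc and phosphate acquisition, subtelomeric clusters, long non-coding RNAs, retrotransposons and wtf genes, and strain markers. The rule for mitochondrially encoded genes looked for a prefix in gene symbols that most of them do not carry in the table, so 25 lists were tested. Another 6 lists are KEGG pathways of the study, chosen by it on these libraries. Lists were tested with camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation.

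The deposited tables of the study (Supplementary Tables 1, 2 and 7 to 9) were set beside the refitted values. Upstream AUGs were counted in the annotated 5′-leaders of ASM294v3 and compared by Fisher's exact test, and the study's own uORF counts by an exact binomial test.

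The tests were run on simulated counts for 6142 genes with the means and library sizes of these libraries and 100 genes changed at each fold. For the polysome change in WT cells edgeR recovered 30 of 100 genes at 2-fold and 83 at 4-fold with 5 false calls, and DESeq2 (on 6170 genes) 44 and 85 with 21 false calls. For the difference between strains in polysome change edgeR recovered 2 and 61 with 3 false calls, and DESeq2 12 and 77 with 11. For the TE change in WT cells edgeR recovered 5 and 61 with 4 false calls, and DESeq2 22 and 74 with 28. Each library held at least 11279417 counts.

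The alternatives were library size or RLE scaling in place of TMM, TMM within each fraction, no filter beyond any count, and at least 10 counts in every library. Further ones were DESeq2 1.42.0, the replicate number as a block, a fit on the libraries of the comparison alone, a test against a 1.5-fold change (glmTreat), and leaving out each library in turn. For r² of libraries they were TMM-scaled CPM, pseudocounts and a filter on the mean count. Deviations from the group means of libraries with the same replicate number were correlated in 28 pairs of groups at −0.09 to 0.58 (median 0.26, over 0.1 in 22), and the labels name the shared experiment, so the numbers pair the libraries. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9. No column of other samples was in the table, and all 16 libraries were used.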

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

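All tests of eIF2α.S52A replicate 2 and of the values listed as TE changes were chosen after the result was seen, and so were the list tests between strains at 1 time and the test of the mating genes without both libraries of replicate 2, while the 2 tests by replicate of the mating genes were written before their values were seen.

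In polysome fractions, 51 non-coding RNAs were higher and 92 lower at 6 h in WT cells, and 26 higher and 25 lower in eIF2α.S52A cells, of 1079 tested, a class that the paper does not report on (87, 140, 47 and 46 with the replicate number as a block). In WT cells bst1-antisense-1 rose by 8.88 (SE 1.83, adjusted p = 0.01) and ser2-antisense-1 by 4.96 (SE 0.77, adjusted p = 0.0032). The former lost its call without WT 0 h replicate 1, 0 h replicate 2 or 6 h replicate 2. It was not among the called genes with a mean log2 CPM of at least 2 and the same direction in both replicates. The size of its rise is thus uncertain.

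The change from 0 h to 6 h was smaller in eIF2α.S52A replicate 2 than in the other 3 cultures: its slope on the change in WT cells was 0.417 in total mRNA and 0.361 in polysome fractions, against 0.784 and 0.748 in eIF2α.S52A replicate 1 and 0.826, 0.839, 0.807 and 0.776 in WT cells. The tables argue against low depth (14755850 counts or more), against a loss in the polysome preparation (total mRNA was low as well, 0.417), against a library of 0 h in its place (the slope of 0.361 is well above 0), and against a WT library in its place, since new25, at 18 to 27.1 CPM in polysome fractions of WT cells, stood at 4.69 CPM. A candidate explanation is that this culture was earlier in growth, as the same genes changed less far (r = 0.522 with the change in WT cells, across genes). A weaker response of every eIF2α.S52A culture cannot be told apart with 1 other replicate: its slope lay below the lower WT culture by 0.042 in total mRNA, more than the 0.013 between the WT cultures, and by 0.028 in polysome fractions, less than the 0.031 between them. Without both 6 h libraries of replicate 2, 1137 genes changed in polysome fractions of eIF2α.S52A cells in place of 431.

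Genes of nitrogen starvation and mating were lower in eIF2α.S52A cells than in WT cells at 6 h in both replicates of the polysome fractions, with list medians of −0.496 and −0.479. The tables argue against the smaller change of replicate 2 as the whole source, since the list was lower without both of its 6 h libraries too (camera, adjusted p = 7.21e-06). Whether it accounts for a part cannot be told apart, because the median of replicate 1 alone, −0.496, fell just short of the bound set for excluding it. The list was already lower at 0 h, with medians of −0.248 and −0.322, so a difference present before growth to 6 h may account for part of it.

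The log2 changes that Supplementary Tables 1 and 2 list as TE changes were within 0.00733 of the polysome change alone from a DESeq2 fit of the 4 polysome libraries of a strain (r = 0.99999 across the listed genes). This is consistent with values not divided by total mRNA. Their correlation across genes with the refitted TE change was at most 0.366, which argues against a division by the total mRNA change. No biological explanation applies to this pattern.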

How the results depend on the processing

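Leaving out both 6 h libraries of eIF2α.S52A replicate 2, the list tests with a library left out, the list tests between strains at 1 time, and the DESeq2 fit with shrinkage on 4 polysome libraries were tests chosen after the result was seen, and the others were planned.

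Over all alternatives, 1987 values kept their direction and side of the threshold (or stayed within 1.5 times or 1 SD), 369 lost the threshold, 27 passed it newly, 185 moved and 17 reversed. With 2 replicates per group the counts of called genes depend on single libraries. A library left alone in its group is assumed to vary like those of the other groups. With glmTreat the stricter null lowers the counts by construction, and for the other changes below the cause was not tested. Against TMM, scaling by library size alone shifted the median of all genes by 0.508 in polysome fractions of WT cells, 0.588 in those of eIF2α.S52A cells, 0.222 and 0.139 in total mRNA, 0.283 and 0.451 in TE, −0.169 in the difference in TE, and, between strains, −0.431 and −0.348 in polysome fractions at 0 h and 6 h and −0.11 in total mRNA at 6 h. Changes under that setting are relative to these shifts.

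With the replicate number as a block, atg7 and git5 passed in polysome fractions of WT cells (adjusted p = 0.0175 and 0.0353), and meu26-antisense-1 lost its TE call (0.0553). Of the list tests printed, those of retrotransposons and wtf genes in polysome fractions of WT cells (0.0661), heat shock proteins in those of eIF2α.S52A cells (0.0585) and the stress response in TE of eIF2α.S52A cells (0.0618) lost their calls. Adjusted over the list alone, 25 of 364 genes of Supplementary Table 7 and 2 of 96 of Supplementary Table 9 passed in place of 0 and 0. Counts of called genes in many lists moved by over 1.5 times, and no other call of a named gene or printed list test changed.

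The calls in polysome fractions of WT cells (1078) became 2053 with library size alone, 1691 with the replicate number as a block and 305 with glmTreat, and 245 to 525 with a library left out. Those of eIF2α.S52A cells (431) became 1969, 845 and 68 in these settings, 858 with DESeq2, 15 with only the libraries of the comparison, 1137 without both 6 h libraries of replicate 2, and 37 to 861 with a library left out. In total mRNA of WT cells 741 calls became 1374 with the block, 146 with glmTreat, 1245 with DESeq2, 1677 with only the libraries of the comparison, 1333 without both libraries, and 16 to 172 with a library left out. In total mRNA of eIF2α.S52A cells 177 became 462, 40, 479, 7 and 792 in the same order, and 0 to 303. The split of the 741 into 370 higher and 371 lower was 637 and 207 with library size alone, 340 and 509 with RLE and 497 and 748 with DESeq2, and that of the 177 into 131 and 46 was 169 and 22 with library size alone and 291 and 188 with DESeq2.

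The TE change of WT cells (1 call) gave 0 with library size alone, the block, only the libraries of the comparison and glmTreat, 6 with DESeq2, 2 without both libraries, and 0 to 0 with a library left out. That of eIF2α.S52A cells (0 in edgeR) gave 3 with DESeq2 and 0 to 1 with a library left out. The differences between strains (0 in edgeR) gave 23, 1 and 1 with DESeq2 in polysome, total mRNA and TE change. Between strains, polysome fractions at 0 h (0 in edgeR) gave 10 with library size alone, 41 with DESeq2 and 2 with the block. At 6 h the 57 became 255, 382 and 229 in these settings, 0 with only the libraries of the comparison, 17 with glmTreat, 37 without both libraries, and 11 to 273 with a library left out. In total mRNA at 0 h the 1 call became 5 with DESeq2 and 0 with library size alone, only the libraries of the comparison, glmTreat and without both libraries, and 0 to 0 with a library left out. At 6 h the 32 became 180 with DESeq2, 98 with the block, 0 with only the libraries of the comparison, 5 with glmTreat, 0 without both libraries, and 0 to 20.

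At the study's threshold, the 859 genes of WT cells (unadjusted p) became 2248 with library size alone and 37 with TE in place of the polysome change, and the 519 (adjusted p) became 1786 and 0, and 127 to 274 with a library left out. In eIF2α.S52A cells the 638 became 2445, 37 and, with the DESeq2 fit with shrinkage, 347, and the 208 became 1853, 0 and 134, as well as 358 with DESeq2, 396 with the block, 13 with only the libraries of the comparison, 559 without both libraries, and 16 to 423. For the TE change at an unadjusted p, the 37 of WT cells became 187 with library size alone, 20 with at least 10 counts in every library, 62 with only the libraries of the comparison, 67 without both libraries, and 20 to 89, and at an adjusted p the 0 became 1 with DESeq2. The 37 of eIF2α.S52A cells became 576, 22, 24 and 107 in this order, 64 with the block, and 16 to 139. The 109 genes with a larger change in WT cells became 177 with library size alone, 63 without both libraries, and 52 to 129. Of the genes in Supplementary Tables 7 and 9, DESeq2 called 9 and 1 in place of 0 and 0.

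Across genes, the r² of polysome and total mRNA change was 0.828 in WT cells and 0.758 in eIF2α.S52A cells with at least 10 counts, 0.526 and 0.451 with DESeq2, and 0.55 to 0.684 and 0.368 to 0.546 with a library left out, and that of the polysome changes of the strains was 0.256 to 0.523. The r² of libraries between strains was 0.968 with TMM-scaled CPM and 0.971, 0.975 and 0.98 with pseudocounts of 0.5, 1 and 5 in polysome fractions at 0 h, and with these pseudocounts 0.959, 0.961 and 0.962 at 6 h, and 0.982, 0.985 and 0.988 in total mRNA at 0 h. In total mRNA at 6 h it was 0.968 with 1 and with 5. Between 6 h and 0 h of WT cells it was 0.865 with CPM, 0.932, 0.934 and 0.931 with pseudocounts and 0.874 with a mean count of 10 in polysome fractions, and 0.86, 0.945, 0.945, 0.941 and 0.87 in total mRNA. For replicates it was 0.966, 0.97 and 0.974 with pseudocounts in polysome fractions at 0 h, 0.967 with 1 and with 5 at 6 h, and 0.97 with CPM, 0.979, 0.982 and 0.985 with pseudocounts and 0.968 with the mean count in total mRNA at 0 h.

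With an estimated correlation, the list calls printed for the polysome changes and their difference between strains were lost, except that of subtelomeric clusters in WT cells. Those of the mating list between strains at 6 h and in total mRNA at 0 h held as well, as did those of subtelomeric clusters in total mRNA of WT cells and between strains in total mRNA at 0 h. In WT cells the adjusted p was 0.427 for ribosomal proteins, biogenesis and initiation factors, autophagy, vacuolar proteases, the stress response and the tricarboxylic acid cycle, 0.286 for glucose-repressed genes, and 0.12, 0.148, 0.148, 0.12 and 0.12 for the study's autophagy, citrate, pyruvate, cysteine and methionine, and alanine lists. In eIF2α.S52A cells it was 0.399 for ribosomal proteins and glucose-repressed genes, 0.653 for biogenesis factors, 0.592 for initiation factors and the stress response, and 0.602 for autophagy and vacuolar proteases. For the difference it was 0.781 for biogenesis factors, autophagy and the tricarboxylic acid cycle, 0.193 for 4 of the study's lists and 0.0746 for alanine. With library size alone glucose-repressed genes in eIF2α.S52A cells had 0.0502. Without both libraries the difference turned around for ribosomal proteins (0.000298) and initiation factors (0.841), and had 0.146, 0.0744, 0.211 and 0.129 for the tricarboxylic acid cycle and the study's citrate, pyruvate, and cysteine and methionine lists, while the tricarboxylic acid cycle in eIF2α.S52A cells had 0.0365.

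With a library left out, adjusted p in eIF2α.S52A cells ran from 1.99e-07 to 0.297 for biogenesis factors, 0.00749 to 0.388 for vacuolar proteases, 0.0379 to 0.72 for the tricarboxylic acid cycle and 0.0334 to 0.612 for amino acid biosynthesis, which in WT cells ran from 0.466 to 0.817 and turned around at 0.727. For the difference it ran from 8.17e-07 to 0.688 for ribosomal proteins, 0.00936 to 0.851 for initiation factors, 6.5e-06 to 0.0705 for autophagy, 0.000874 to 0.209 for the tricarboxylic acid cycle, and, in the study's lists, 0.00149 to 0.0517 for autophagy, 1.17e-05 to 0.141 for citrate, 1.19e-05 to 0.252 for pyruvate and 1.17e-05 to 0.146 for cysteine and methionine. Upstream AUGs stood at 32.92% in the genes of Supplementary Table 1, below the other genes in place of above, and at 28.19% in those of Supplementary Table 2. Of single genes, atg7 ran from −0.18 to 0.76 in polysome fractions of eIF2α.S52A cells and from −0.05 to 0.5 in TE of WT cells, SPCC1393.08 from −0.03 to 0.47 in TE of WT cells, hsp16 from −0.04 to 4.27 in the difference (−0.04 without both libraries), and put4 from −0.32 to 0.96 in the difference (−0.16 without WT 0 h replicate 2). With library size alone gar2 and SPCC1393.08 in eIF2α.S52A cells turned to 0.02 and 0.20.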

Differences from the paper's values

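The DESeq2 setting with shrinkage, and leaving out both 6 h libraries of eIF2α.S52A replicate 2, were tests chosen after the result was seen, and the other settings were set before the data were examined.

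At a TE change over 1.5-fold and a p under 0.05 whose kind it does not state, the paper gives 643 genes in WT cells and 347 in eIF2α.S52A cells, and the counts here at an unadjusted p were 37 and 37. No alternative set before the data were examined came within 1.5 times of either. For the polysome change at the same fold and an unadjusted p, the paper's 347 in eIF2α.S52A cells stood beside 638. The counts came within 1.5 times of the paper's with at least 10 counts in every library (503), with only the libraries of the comparison (443), without 0 h replicate 1 (516) and without 6 h replicate 1 (449), and did not with the other alternatives. A DESeq2 fit of the 4 polysome libraries of a strain with shrunken changes, a log2 change of at least 0.7, unadjusted p and no non-coding RNAs gave 643 and 347. It was chosen after seeing the values, as the last of 9 settings tried, and it drops 0 of the paper's called genes. The paper's methods name both p and adjusted p-values for its table and do not say which of them its threshold was applied to.

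The paper gives an R² of 0.6947 in eIF2α.S52A cells for the change in TE against the change in total mRNA, and here the polysome change against the change in total mRNA gave 0.594. With at least 10 counts in every library it was 0.758, above the paper's value in place of below it. With the replicate number as a block it was 0.583, with DESeq2 0.451, and with a library left out 0.368 to 0.546. None of these alternatives, set before the data were examined, came within the spread of the replicates from the paper's value.

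The paper gives ATG-dependent uORFs in 60.34% of up-regulated genes in WT cells, in 56.77% in eIF2α.S52A cells and in 63.39% of all genes. Here 37.38%, 31.88% and 36.29% held an upstream AUG in the leaders annotated in ASM294v3. For the up-regulated genes no alternative set before the data were examined came within 1.5 times, and for all genes no alternative was run.

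Of the log2 changes listed in Supplementary Tables 1 and 2 and compared here, 11 differed from the polysome change by more than the error. In WT cells the paper's 2.58 for hsp9 stood beside 4.95, and its 4.44 for mel1 beside 6.67, with no alternative set before the data were examined within the error. The paper's 2.53 for fbp1 stood beside 3.03, within the error without 0 h replicate 1 (2.67) and without 6 h replicate 2 (2.95), and its 2.81 for agl1 beside 5.33, within it without 6 h replicate 1 (3.73). In eIF2α.S52A cells the paper's 1.55 for inv1 stood beside 5.28, and its 1.2 for wtf18 beside 4.03, with no such alternative within the error. Without 6 h replicate 1 the value fell within the error for hsp16 (the paper's 1.15 beside 5.83, then 2.45), eno102 (the paper's 3.17 beside 4.45, then 2.78), ish1 (the paper's 1.11 beside 3.44, then 0.78), mel1 (the paper's 2.02 beside 3.59, then 2.33) and hsp9 (the paper's 2.84 beside 3.84, then 2.97). For hsp9 it also did without 0 h replicate 1 (3.07). The other alternatives did not bring these genes within the error. The listed values lay within 0.00733 of the DESeq2 fit of the 4 polysome libraries, which was chosen after seeing the values. That fit shrinks large uncertain changes, and the changes set beside the paper's here are not shrunken in this way, so the measures are unlike.

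The paper states that the strains did not differ significantly in mRNA composition at 0 h. In polysome fractions edgeR called 0 genes here (550 at an unadjusted p), while DESeq2 called 41, scaling by library size alone gave 10 and the replicate number as a block 2. In total mRNA edgeR called new25 alone (adjusted p = 0.02), a call lost on leaving out any of the 4 libraries (0.0833 to 0.571), and DESeq2 called 5 genes. The count was 0 with library size alone, with only the libraries of the comparison and with glmTreat, and without both 6 h libraries of eIF2α.S52A replicate 2, chosen after seeing the values.

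The paper states that many categories up-regulated in WT cells were down-regulated in eIF2α.S52A cells. Of the 88 terms with a value for eIF2α.S52A cells in the paper's Supplementary Table 6, 5 had the sign and p that Supplementary Table 5 gives for the same cells, 80 had another sign or p, 33 of them the opposite sign, and 3 were not in Supplementary Table 5. Catabolic process has a plus sign in the paper's Supplementary Table 5 (the paper's p = 0.000196) and a minus sign in Supplementary Table 6 (the paper's p = 1.97e-06). The columns for WT cells matched Supplementary Table 4 in 93 of 93 terms. In the counts here 0 autophagy genes fell in polysome fractions of eIF2α.S52A cells (edgeR; 0 at an unadjusted p and 0 with DESeq2), 1 rose (5 with DESeq2), and 27 of 33 were above 0. These are changes of single genes, another measure than the enrichment of a term, and they do not test the sign of a term.

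The paper states that the citrate cycle, pyruvate metabolism and the metabolism of 5 amino acids were up-regulated in WT cells alone. Here 3 of 7 genes of cysteine and methionine metabolism rose in eIF2α.S52A cells too (camera, adjusted p = 0.000425, and adjusted p = 0.432 with an estimated correlation), as did 1 of 7 genes of alanine, aspartate and glutamate metabolism. Of its 8 citrate cycle and 6 pyruvate genes edgeR called 0 and 0 there (2 and 1 at an unadjusted p, 0 and 1 when adjusted over the list alone), DESeq2 1 and 0, and the fit with the replicate number as a block 0 and 1.

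The paper names atg7 and git5 among the up-regulated genes. In WT cells atg7 had a log2 change of 0.84 (adjusted p = 0.072) and git5 of 0.98 (adjusted p = 0.0595), while atg1, atg2 and pcr1, which it also names, rose. The paper's threshold is a 1.5-fold change at a p of unstated kind, and at an unadjusted p both genes were past it (p = 0.0157 for atg7 and 0.0119 for git5). With scaling by library size alone atg7 and git5 passed (adjusted p = 0.00736 and 0.00754), under a setting that shifted the median of all genes by 0.508. They also passed with the replicate number as a block (0.0175 and 0.0353). git5 also passed with DESeq2 (0.0339) and with only the libraries of the comparison (0.0483). Without both 6 h libraries of eIF2α.S52A replicate 2, chosen after seeing the values, atg7 and git5 had 0.0104 and 0.0311.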

Other observations

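All list tests between strains at 1 time, the list tests with a library left out, and the look at the neighbours of new25, were chosen after single genes of these comparisons had been seen.

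Of 118 genes of the subtelomeric clusters, 34 rose and 7 fell in polysome fractions of WT cells (36 and 12 when adjusted over the list alone), with a median of 0.79 (camera, adjusted p = 8.55e-07, and adjusted p = 0.0453 with an estimated correlation). mel1, an alpha-galactosidase, rose by 6.67 in WT cells (SE 1.03, adjusted p = 0.0031) and by 3.59 in eIF2α.S52A cells (SE 0.89, adjusted p = 0.037, and 0.188, 0.1 and 0.238 without 0 h replicate 1, 0 h replicate 2 or 6 h replicate 1). mel1 was not among the called genes with a mean log2 CPM of at least 2 and the same direction in both replicates. The size of its rise is thus uncertain. In total mRNA of WT cells 28 of the list rose and 5 fell (38 and 10 when adjusted over the list alone, median 0.56, adjusted p = 1.28e-06, and adjusted p = 0.0225 with an estimated correlation). In polysome fractions of eIF2α.S52A cells 13 rose and 6 fell (19 and 6 when adjusted over the list alone, median 0.35, adjusted p = 0.0107, 0.0617 without 0 h replicate 2, and adjusted p = 0.399 with an estimated correlation). The difference between strains had a median of 0.44 (adjusted p = 0.000119, and adjusted p = 0.096 with an estimated correlation). In total mRNA at 0 h the list already stood higher in eIF2α.S52A cells, with 90 of 118 genes above 0 and a median of 0.22 (0 past the test in edgeR and 1 when adjusted over the list alone, adjusted p = 3.16e-07, and adjusted p = 0.0132 with an estimated correlation).

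Of 30 retrotransposons and wtf genes, families of near-identical copies, 3 rose and 0 fell in polysome fractions of WT cells (3 when adjusted over the list alone, median 0.57, camera adjusted p = 0.0294, 0.0661 with the replicate number as a block, 0.0662 and 0.069 without 0 h replicate 2 or 6 h replicate 1, and adjusted p = 0.517 with an estimated correlation). In eIF2α.S52A cells 5 rose and 1 fell (9 and 2 when adjusted over the list alone, median 1.20, adjusted p = 0.00116, and adjusted p = 0.592 with an estimated correlation), among them wtf18 (4.03, SE 1.08, adjusted p = 0.046, and 0.195, 0.114 and 0.194 without 0 h replicate 1, 0 h replicate 2 or 6 h replicate 1; without 0 h replicate 2 its change was 7.54). Of 43 genes of the cell cycle and DNA replication, 3 rose and 8 fell in total mRNA of WT cells (3 and 13 when adjusted over the list alone, adjusted p = 0.00146, and adjusted p = 0.302 with an estimated correlation), and 2 rose and 6 fell in polysome fractions (3 and 9 when adjusted over the list alone, median −0.25, adjusted p = 0.0979, and 0.00787 without 6 h replicate 2). slp1, which activates the anaphase-promoting complex, fell in polysome fractions by −1.75 (SE 0.36, adjusted p = 0.0089, and 0.0625 and 0.0612 without WT 0 h replicate 1 or 6 h replicate 1).

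In polysome fractions of WT cells, 2 of 7 genes of trehalose and reserve metabolism rose (4 when adjusted over the list alone, median 1.04, camera adjusted p = 0.023, 0.0662 and 0.0679 without 0 h or 6 h replicate 2, and adjusted p = 0.517 with an estimated correlation), among them tpp1, trehalose-6-phosphate phosphatase (1.04, SE 0.31, adjusted p = 0.036, lost on leaving out any of the 4 libraries, up to 0.176). Of 38 genes of oxidative phosphorylation 2 rose (2 when adjusted over the list alone, median 0.40, 0.56 in replicate 1 and 0.15 in replicate 2, adjusted p = 0.0124, 0.153 and 0.0632 without 0 h or 6 h replicate 1, and adjusted p = 0.665 with an estimated correlation), among them the NADH dehydrogenase nde1 (0.99, SE 0.24, adjusted p = 0.018, lost on leaving out any of the 4 libraries, up to 0.107). Of 24 genes of iron, zinc and phosphate acquisition 3 rose and 2 fell (4 and 2 when adjusted over the list alone, adjusted p = 0.18, and 0.0359 without 0 h replicate 2). Of 44 heat shock proteins and chaperones 4 rose and 2 fell (4 and 2 when adjusted over the list alone, adjusted p = 0.612). Of 18 glycolysis genes 3 rose and 0 fell (3 when adjusted over the list alone), with a median of −0.18 (−0.43 in replicate 1 and 0.20 in replicate 2), a mean of 0.45 and an adjusted p of 0.504. Of 37 proteasome genes 1 rose and 1 fell (0 and 0 when adjusted over the list alone, adjusted p = 0.18). Of 54 mitochondrial ribosomal protein genes 0 rose and 2 fell (0 and 0 when adjusted over the list alone, adjusted p = 0.822). Of 10 histone genes 0 passed in edgeR, over all genes or when adjusted over the list alone (adjusted p = 0.429). Of 13 genes of eIF2 kinases and of eIF2 and eIF2B subunits 1 rose and 2 fell (1 and 2 when adjusted over the list alone, adjusted p = 0.396), the latter including tif211 (−0.74, SE 0.20, adjusted p = 0.027), which lost its call on leaving out any of the 4 libraries (up to 0.164) and with scaling by library size alone (−0.24, adjusted p = 0.352). Of 5 strain marker genes 0 rose and 1 fell (1 when adjusted over the list alone, adjusted p = 0.382). Of 32 genes of nitrogen starvation and mating 3 rose and 3 fell (5 and 4 when adjusted over the list alone, adjusted p = 0.612). Of 1079 long non-coding RNAs 51 rose and 92 fell (46 and 81 when adjusted over the list alone, median −0.18, adjusted p = 0.14), and in TE of WT cells their median was −0.26 (adjusted p = 2.28e-09, and adjusted p = 0.443 with an estimated correlation).

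In polysome fractions of eIF2α.S52A cells, 3 of 44 heat shock proteins and chaperones rose and 1 fell (7 and 2 when adjusted over the list alone, median 0.56, camera adjusted p = 0.0366, 0.0585 with the replicate number as a block, and adjusted p = 0.653 with an estimated correlation). The median was 1.04 in replicate 1 and −0.09 in replicate 2, and the call was lost without 0 h replicate 2 (adjusted p = 0.191) and without 6 h replicate 1 (median −0.08, adjusted p = 0.437). Of the 9 genes that the study lists for protein processing in the endoplasmic reticulum, chosen on these libraries, 3 rose (7 when adjusted over the list alone, median 1.33, 1.95 in replicate 1 and 0.56 in replicate 2, adjusted p = 6.03e-06, and adjusted p = 0.432 with an estimated correlation).

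new25 (SPCC330.21), the only gene past the test between the strains in total mRNA at 0 h, lies next to ura4 in the ASM294v3 annotation. Its level in total mRNA was 12.1 to 18.1 CPM in the 4 libraries of WT cells and 1.64 to 3.62 CPM in the 4 of eIF2α.S52A cells. ura4 itself (SPCC330.05c) did not pass the same test (SE 0.22, adjusted p = 1.0). The paper's strain list gives the eIF2α.S52A strain a Ura4 marker and a changed ura4 allele, and gives neither for WT cells. An effect of these on new25 cannot be told apart here from one of the eIF2α mutation. The paper's text does not name new25, and no explanation was tested.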
